# Capillarized Liver Sinusoidal Endothelial Cells Undergo Partial Endothelial-Mesenchymal Transition to Actively Deposit Sinusoidal ECM in Liver Fibrosis

**DOI:** 10.3389/fcell.2021.671081

**Published:** 2021-07-05

**Authors:** Bai Ruan, Juan-Li Duan, Hao Xu, Kai-Shan Tao, Hua Han, Guo-Rui Dou, Lin Wang

**Keywords:** liver fibrosis, extracellular matrix, myofibroblasts, endothelial cells, capillarization, endothelial-mesenchymal transition

## Abstract

Tissue-specific endothelial cells are more than simply a barrier lining capillaries and are proved to be capable of remarkable plasticity to become active collagen matrix-producing myofibroblasts (MFs) in solid organs with fibrosis. Liver sinusoidal endothelial cells (LSECs) also participate in the development of hepatic fibrosis, but the exact roles and underlying mechanism have been poorly understood in addition to capillarization. In this study, we demonstrate, by using single-cell RNA sequencing, lineage tracing, and colocalization analysis, that fibrotic LSECs undergo partial endothelial mesenchymal transition (EndMT) with a subset of LSECs acquiring an MF-like phenotype. These phenotypic changes make LSECs substantial producers of extracellular matrix (ECM) preferentially deposited in liver sinusoids but not septal/portal scars as demonstrated by immunofluorescence in animal models and patients with fibrosis/cirrhosis, likely due to their limited migration. Bioinformatic analysis verifies that LSECs undergo successive phenotypic transitions from capillarization to mesenchymal-like cells in liver fibrosis. Furthermore, blockade of LSEC capillarization by using YC-1, a selective eNOS-sGC activator, effectively attenuates liver damage and fibrogenesis as well as mesenchymal features of LSECs, suggesting that capillarization of LSECs might be upstream to their mesenchymal transition during fibrosis. In conclusion, we report that capillarized LSECs undergo a partial EndMT characterized by increased ECM production without activating cell mobility, leading to perisinusoidal ECM deposition that aggravate liver function and fibrogenesis. Targeting this transitional process may be of great value for antifibrotic treatment of liver fibrosis.

## Introduction

Liver fibrosis is characterized by abnormal extracellular matrix (ECM) deposition. Benefiting from elegant genetic tracing methodology, it is well-demonstrated that myofibroblasts (MFs) derived from activated hepatic stellate cells (HSCs), mesothelial cells, or portal fibroblasts (PFs) make major contribution to pathological ECM deposition (Li et al., 2013; Mederacke et al., 2013; Iwaisako et al., 2014; Lua et al., 2016; Kisseleva, 2017). However, alternative ECM sources have not been formally excluded, partly because other hepatic cell populations can transdifferentiate into MFs or transiently get the capacity of ECM synthesis in liver pathogenesis, depending on disease etiology and/or stages (Xu et al., 2014; Kisseleva, 2017). Recently, single-cell RNA sequencing (scRNA-seq) has emerged as a powerful tool to elicit transcriptomic changes in normal development and disease at the single-cell level. For liver fibrogenesis, it is demonstrated that hepatic MFs are heterogeneous and functionally diverse (Dobie et al., 2019; Krenkel et al., 2019). Other recent reports also depict the fibrogenic properties of endothelial cells (ECs) and macrophages in liver fibrosis (Ramachandran et al., 2019; Xiong et al., 2019). These corroborate the heterogeneity of various hepatic cell populations involved in ECM production and reveal their fate plasticity during fibrosis.

The liver is a highly vascular organ. Liver sinusoidal endothelial cells (LSECs), the specialized ECs featured by organized fenestrae and lack of a basement membrane, maintain hepatocyte homeostasis and orchestrate liver injury and repair (Poisson et al., 2017). During liver fibrogenesis, LSECs undergo dedifferentiation or capillarization by losing their fenestrae and developing a basement membrane, which unusually precedes the onset of fibrosis (DeLeve, 2015; Marrone et al., 2016). This leads to LSEC dysfunction contributing to hepatic fibrogenesis by facilitating HSC activation (Deleve et al., 2008; Xie et al., 2012) and hepatocyte reduction via disturbed angiocrine (Ding et al., 2014; Kostallari and Shah, 2016). On the contrary, blocking capillarization or restoration of differentiated phenotypes of capillarized LSECs is proved to promote fibrosis regression and prevent progression of cirrhosis (Xie et al., 2012). However, mechanisms coordinately controlling these phenotypic and functional alterations in LSECs in liver fibrosis remain incompletely characterized.

ECs from various solid organs are highly plastic in fibrotic diseases and are usually capable of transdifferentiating into collagen-producing MF-like cells through endothelial mesenchymal transition (EndMT) (Dejana et al., 2017; Piera-Velazquez and Jimenez, 2019). EndMT is a complex biological process in which ECs progressively evolve into cells with a mesenchymal phenotype, including displaying typical mesenchymal cell morphology, acquiring cellular motility, losing the expression of the EC-specific markers, and initiating the expression of mesenchymal cell–specific genes and the production of fibrillar collagens. It is generally accepted that activation of TGF-β signaling is the most potent triggering event for the induction of EndMT in fibrotic disorders. Numerous transcription factors, including Snai1, Slug, Zeb1, Zeb2, and Twist, are involved in this process although the detailed mechanisms have not been fully elucidated. However, given the complexity of the EndMT process, other as yet unidentified regulatory mechanisms are very likely involved in EndMT under specific conditions and cellular contexts (Piera-Velazquez and Jimenez, 2019). Early evidence (Rieder et al., 1987; Maher and McGuire, 1990) and previous reports (Dufton et al., 2017; Liu et al., 2017; Ribera et al., 2017) indicate, directly or indirectly, that LSECs are candidate cells depositing fibrogenic ECM in liver fibrosis, possibly through EndMT. However, several recent findings do not support the existence of EndMT of LSECs in liver fibrogenesis (Su et al., 2020; Terkelsen et al., 2020). Thus, further investigations are needed to shed more light on this debated matter. In this study, we show that, by using scRNA-seq, lineage tracing, and colocalization analysis in a mouse model of liver fibrosis, while a subset of LSECs become MFs, most LSECs undergo a phenotypic transition to form mesenchymal-like cells preceded by capillarization. The phenotypic change is reminiscent of partial EndMT and makes LSECs substantial producers of ECM preferentially in liver sinusoids.

## Materials and Methods

### Animals and Liver Fibrosis Models

Mice were maintained in a specific pathogen–free facility. The B6.129×1-Gt(ROSA)26Sor^tm1(EYFP)Cos^/J (Jackson Laboratory stock #006148, Bar Harbor, ME, MGI:2449038) mice were crossed with CDH5-CreERT mice (maintained in our laboratory). Tail DNA was used as templates to determine the genotypes of mice through polymerase chain reaction (PCR) analysis. Six-week-old male mice were injected intraperitoneally (i.p.) with tamoxifen (100 mg/kg, Sigma-Aldrich, St. Louis, MO) once a day for seven injections and used for further experiments 1 week after the last injection. To induce liver fibrosis, C57BL/6 or EC^YFP^ mice were injected i.p. with CCl_4_ (15% in olive oil, 0.6 μL/g body weight) twice a week for a total of 6 weeks with olive oil as control. Mice were sacrificed humanely 48 h after the last injection for further investigation. For establishment of bile duct ligation (BDL)-induced cholestatic fibrosis, male mice, 8–10 weeks old, were anesthetized and subjected to a midabdominal incision. The common bile duct was dissociated and ligated approximately 1 cm away from the porta hepatis. Age- and sex-matched littermates were selected for sham operation as normal control. Mice were sacrificed 3 weeks after operation for analyses. To assess the effect of YC-1 (Selleck, Houston, TX), a selective agonist of soluble guanylate cyclase (sGC) (Xie et al., 2012), on the mesenchymal phenotype of LSECs in a CCl_4_-fibrosis model, mice subjected to CCl_4_ were simultaneously given YC-1 (10 mg/kg, intragastric, daily, with DMSO as control) for a total of 3 weeks. All animal experiments were reviewed and approved by the Animal Experiment Administration Committee of the Fourth Military Medical University to ensure ethnical and humane treatment of animals.

### Human Biopsies

Human fibrotic liver biopsies were obtained from patients with hepatitis B virus–related end-stage liver cirrhosis or accepting liver transplantation in the Center for Transplantation, Xijing Hospital, Fourth Military Medical University (Supplementary Table 1). Human non-cirrhotic liver samples were collected from adjacent tumor tissue of patients with hepatic hemangioma at the time of hepatectomy surgery. All subjects signed informed consent for use of their samples in this study. The use of human samples was approved by the Ethics Committee of Xijing Hospital.

### Tissue Harvesting

At the indicated time points, mice were anesthetized by injection of 1% pentobarbital sodium i.p. Whole blood was collected through eyeball extraction. After clotting at room temperature for 2 h, serum samples were collected for further biochemistry measurement through centrifuging at 12,000 × g for 15 min. Mice were then perfused with PBS through the left ventricle. Liver lobes were removed, separated, and processed for subsequent experiments, including histology, immunofluorescence, and scanning electron microscope (SEM) observation.

For histology, freshly separated liver samples were fixed in 10% buffered formalin, embedded in paraffin, and sectioned to 10 μm thickness. Hematoxylin and eosin and Sirius red (Sigma-Aldrich, St. Louis, MO) staining was performed following standard procedures on paraffin-embedded sections.

### Immunostaining, Image Acquisition, and Analysis

To prepare liver cryosections for immunofluorescence analysis, mice were perfused with PBS and liver samples were fixed in 4% paraformaldehyde (PFA) for 2 h, washed with PBS, dehydrated in graded sucrose solutions at 4°C overnight, and snap frozen in optimum cutting temperature compound (Tissue-Tek, Sakura) at –80°C. For microscopy, mice liver cryosections (8 μm) were dried at room temperature for 2 h, followed by washing with PBS. Samples were blocked and permeabilized with QuickBlock^TM^ blocking buffer (Beyotime, Haimen, China) at room temperature for 1 h. Sections were then incubated with primary antibodies (listed in Supplementary Table 2) at 4°C overnight. After washing with PBS, sections were incubated with secondary fluorescent antibodies at room temperature for 2 h. Nuclei were counterstained with Hoechst 33342 (Invitrogen, Carlsbad, CA). Confocal imaging was performed on an Olympus FV1000 laser-scanning confocal fluorescence microscope (Olympus). To determine the fluorescence signals of colocalization of the sections, more than five random, high-power sinusoidal fields of each slide were captured and independently quantified by two investigators in a blinded fashion using Image-Pro Plus 6.0.

For cell immunofluorescence, cultured LSECs were grown on cover slides in 24-well plates for indicated days, fixed in 4% PFA for 15 min, washed with PBS, blocked and permeabilized with QuickBlock^TM^ blocking buffer (Beyotime) for immunostaining for 1 h at room temperature, followed by incubation of primary antibodies at 4°C overnight. On the second day, cells were washed and incubated with secondary fluorescent antibody at room temperature for 2 h. Hoechst 33342 (Invitrogen) was used to counterstain nuclei. Photographs were taken using fluorescence microscope (BX51, Olympus) or confocal microscope (FV1000, Olympus).

### Isolation and Culture of Mouse Liver Cells

LSECs (Duan et al., 2018) and HSCs (Chen et al., 2015; Mederacke et al., 2015) were isolated from mice by a two-step collagenase perfusion method as previously described with modifications. Briefly, mice were anesthetized with 1% pentobarbital sodium, perfused with 25 ml prewarmed Ca^2+^ and Mg^2+^-free, EDTA-containing buffer (9 g/L NaCl, 0.416 g/L KCl, 2.1 g/L NaHCO_3_, 1.08 g/L glucose, 4.8 g/L Hepes, 0.58 g/L EDTA) through the inferior vena cava for approximately 5 min with the portal vein severed for drainage. Then, the liver was digested by perfusion with another 25 ml prewarmed Ca^2+^-, Mg^2+^-, and type IV collagenase-containing buffer (9 g/L NaCl, 0.416 g/L KCl, 2.1 g/L NaHCO_3_, 1.08 g/L glucose, 4.8 g/L Hepes, 0.222 g/L CaCl_2_, 0.4065 g/L MgCl_2_⋅6H_2_O, 0.4 mg/ml collagenase IV) for 5 min. The liver was then removed, finely minced using gentle MACS C-tubes (Miltenyi Biotec, Bergisch Gladbach, Germany) and a tissue dissociator (Miltenyi) in 5 ml digestive perfusion buffer containing 100 μg/ml DNase I (Roche, Basel, Switzerland). After 30 min digestion with gentle shaking in a 37°C incubator, single cell suspension was obtained by passing through a 100-μm cell mesh. Hepatocytes were eliminated by three times of centrifugation at 50 × g for 3 min. Hepatic non-parenchymal cells (NPCs) were collected by centrifugation at 400 × g for 7 min, and the pelleted cells were resuspended in 4 ml 17.6% OptiPrep (Axis-Shield, Oslo, Norway). Then, 4 ml of 11.5% OptiPrep and 2 ml of DMEM were sequentially loaded on the top of the suspension. After centrifugation at 1,400 × g for 20 min without break, HSCs were obtained at the interface between the top and intermediate layer. The LSEC fraction was obtained at the interface between the bottom and intermediate layer and was purified using mouse LSEC-binding magnetic beads (Miltenyi) according to the manufacturer’s instructions.

For culturing, freshly isolated LSECs were plated in ECM supplemented with 5% fetal bovine serum, endothelial cell growth factor supplements, and 1% penicillin/streptomycin (ScienCell, San Diego, CA). After adhesion for 4 h, dishes were washed to remove debris and dead cells. Medium was replaced every 2 days. Cell samples were collected at the indicated days. FITC-labeled formaldehyde-treated serum albumin (FITC-FSA) was prepared as previously described (Seternes et al., 2002). For *in vitro* endocytosis assay, 100 μg/ml FITC-FSA and 20 μg/ml fluorescent acetylated low-density lipoprotein (Dil-ac-LDL, Solarbio, Beijing, China) were independently added into the LSEC medium. Cells were washed with PBS 10 min later, fixed, counterstained with Hoechst 33342, and imaged under a fluorescence microscope (BX51, Olympus). For *in vitro* activation of sGC, YC-1–sGC activator (30 μM, Selleck) were added into the medium with DMSO as control.

### SEM

For SEM analysis of liver tissues, mice were perfused with PBS to remove blood cells, followed by perfusion with a fixative (2.5% glutaraldehyde in 0.1 mol/L cacodylate buffer, pH7.4, 350 mOsm). The liver was then removed, cut into pieces, and immersed in 2.5% glutaraldehyde solution. For observation of *in vitro* cultured LSECs, cells were washed with PBS and fixed directly with 2.5% glutaraldehyde solution. Collected samples were then dehydrated in ethanol, dried in a vacuum desiccator, mounted on aluminum stabs, sputter-coated with gold, and viewed under an S-3400N scanning electron microscope (Hitachi, Tokyo, Japan).

### Flow Cytometry

Single cell suspension of LSECs was prepared as described. For surface staining, cells were incubated with indicated antibodies (listed in Supplementary Table 2) in flow cytometry staining buffer (eBioscience, San Diego, CA) for 30 min, followed by staining with fluorescent secondary antibody when necessary. For cytoplasmic staining, cells were preliminarily fixed for 10 min and permeabilized for 30 min using the intracellular fixation and permeabilization kit (eBioscience), followed by staining with antibodies in permeabilization buffer for another 30 min. Samples were analyzed with a FC500 flow cytometer (Beckman), and data were analyzed using the Flowjo 7.6 software. Unstained LSECs were used for determining gates, and isotype antibodies were used for negative control.

### Biochemistry

Serum samples were collected as described. The level of alanine aminotransferase (ALT) or aspartate aminotransferase (AST) was assessed to determine the degree of liver injury on an automatic biochemistry analyzer (Chemray240, Rayto, Shenzhen, China) using a kit (BioSino Bio-Technology & Science Inc., Beijing, China).

### Reverse Transcription (RT)-PCR

Total RNA was extracted from cells using the TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Quantification and quality evaluation of extracted total RNA was carried out by spectrophotometry using NanoDrop (Thermo Fisher Scientific, Waltham, MA). cDNA was synthesized from 2 μg total RNA by using a PrimeScrip RT reagent kit (Takara, Dalian, China). After reverse transcription, quantitative PCR was carried out with the SYBR Premix EX Taq^TM^ II kit (Takara) on an ABI 7500 real-time PCR system (Applied Biosystems, Foster City, CA) with β-actin as an internal control. Primers used are listed in Supplementary Table 3.

### Western Blotting

Freshly isolated cells were lysed in RIPA buffer (Beyotime) supplemented with 10 mM phenylmethanesulfonyl fluoride for 30 min on ice. Samples were then centrifuged at 12,000 rpm for 15 min at 4°C. Supernatants were collected and quantified by using a BCA protein assay kit (Solarbio) according to the manufacturer’s instructions. Next, 5 × reduced SDS-PAGE loading buffer (Beyotime) was added, and the protein samples were boiled for 5 min, followed by SDS-PAGE and Western blotting using antibodies listed in Supplementary Table 2, according to the standard protocols. The membranes were incubated with primary antibodies overnight at 4°C, washed with Tris-buffered saline with 0.1% Tween-20 (TBST, pH8.0) three times, and incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. After three washes with TBST, the membranes were developed by using the enhanced chemiluminescence kit (Millipore). Images were captured by ChemiDoc^TM^ XRS + System (Bio-Rad, Hercules, CA) and analyzed by using Image Lab^TM^ Software (Bio-Rad).

### Transcriptome RNA-Sequencing and Bioinformatics Analysis

Bulk RNA-seq of purified LSECs from mice was performed by commercial service from Guangzhou RiboBio Co., Ltd., with Illumina HiSeq3000. Bioinformatic analysis of heat map illustration was carried out using the OmicShare tools, a free online platform for data analysis^1^. For gene set enrichment analysis (GSEA), gene set collections from the Molecular Signatures Database (MSigDB) 4.0^2^ were used.

### scRNA-seq

For scRNA-seq of hepatic NPCs from mice, cells were collected after density-gradient centrifugation. Briefly, liver was digested by the two-step collagenase perfusion method. Hepatocytes and debris were eliminated by repeated low-speed centrifugation and density-gradient centrifugation, respectively. Cells among the top and the intermediate layers were simultaneously collected, and cell viability was tested by trypan blue (>90%). Cell suspensions (∼10,000 cells) were then loaded on a chromium single cell instrument (10 × genomics) to generate single-cell GEMs. GEM-reverse transcriptions (GEM-RTs) were performed in a S1000 Touch Thermal Cycler (Bio-Rad). Then, scRNA-seq libraries were prepared using a Chromium Single-cell 3′ Library and Gel Bead Kit v3 (10 × genomics). The barcoded sequencing libraries were quantified by quantitative PCR using the KAPA Library Quantification Kit (KAPA Biosystems). Sequencing was performed on an Illumina Hiseq3000 to obtain a sequencing depth of ∼50,000 reads per cell (10 × genomics). Cell Ranger software (version 3.0.1) was used to convert raw BCL files to FASTQ files, alignment, and count quantification. Reads with low-quality barcodes and unique molecular identifiers (UMIs) were filtered out and then mapped to the mouse USCS mm10 reference genome. Reads uniquely mapped to the transcriptome and intersecting an exon at least 50% were considered for UMI counting. Before gene quantification, the UMI sequences were corrected for sequencing errors, and valid barcodes were then obtained. The cell-by-gene matrices were produced via UMI counting and cell barcode calling. Single cells were filtered for downstream analysis by the following criteria: mitochondria percentage of UMI count less than 10% of the total UMI count and number of detected genes more than 200. Gene expression (in UMI) is scale normalized and then transformed into log-space. Seurat suite version 3.0 was then used for downstream analysis (Stuart et al., 2019). For clustering, PCA was performed for dimension reduction. The top 10 principal components were selected by using a permutation-based test implemented in Seurat and passed to t-distributed stochastic neighbor embedding for clustering visualization. The identity for each cluster was assigned based on the prior knowledge of marker genes. A higher resolution parameter was applied for subclustering of the MF cluster. Cell doublets were tested and excluded by using Scrublet analysis^3^ to rule out possibilities of cell contamination (Wolock et al., 2019). Cloupe files were concurrently generated as input for a graphical user interface browser, Loupe Cell Browser 3.0.1 to present the clustering of cell population, individual tSNE plots for the given genes, and a heat map of differentially expressed genes among indicated cell types. Violin plots were generated by using GraphPad Prism 8.0.2. Pseudotemporal analysis was performed on a filtered subset of indicated clusters by using the Monocle R package (Trapnell et al., 2014). scRNA-seq in this study was supported by Genergy Inc., Shanghai, China.

### Statistics

Morphometric measurement of images was performed using Image-Pro Plus 6.0. Statistical analysis was carried out with the SPSS 12.0 program. Comparisons between two groups were undertaken using a two-tailed unpaired Student’s *t*-test as indicated. Data are presented as means ± SD. Differences with a *P-*value of less than 0.05 were considered statistically significant.

## Results

### A Subset of LSECs Undergo EndMT in Liver Fibrosis

To access cellular alterations in fibrosis, we performed scRNA-seq of liver NPCs collected from fibrotic (CCl_4_-insulted) and control mice. 

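Liver NPCs came from 1 mouse injected with CCl4 (15% in olive oil, 0.6 µl per g of body weight, 2 injections a week for 6 weeks, cells taken 48 h after the last) and from 1 control mouse given olive oil. Each mouse gave 1 library, so no value reported here from scRNA-seq has a biological replicate, and a difference between the libraries is a difference between 2 mice. The authors deposited, for each library, the number of unique molecular identifiers (UMIs) counted per gene and cell, without normalization. The normal library holds 8130 cells with 44062632 UMIs in total, between 898 and 75847 per cell with a median of 4144.5. The fibrosis library holds 6437 cells with 53288463 UMIs, between 815 and 116430 per cell with a median of 5619. The filter given in the methods (mitochondrial share of UMIs under 10%, over 200 genes) was not yet applied to these tables, as 659 normal cells (8.11%) and 305 fibrosis cells (4.74%) lay over the mitochondrial limit. Applying it left 7471 normal and 6132 fibrosis cells.

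Each library was clustered on its own, and clusters were named by fixed lists of marker genes that leave out the 46 genes that the paper names for its single-cell data, so that the values of these 46 do not follow from the naming. Other genes given here can be on the lists, which is said where they are ranked. A name such as HSC/MF-like says only which markers a cluster carries. LSEC-like cells are all endothelial-like cells other than those with markers of the central vein. Levels are given as UMIs of the gene per 10000 UMIs of the group, with an exact 95% Poisson interval in parentheses, and shares of cells with an exact 95% binomial (Clopper-Pearson) interval. Both intervals, and the limits given for counts of 0, cover counting error only. Shares of cells with a UMI were taken after each cell was thinned to 1000 UMIs, so that deep and shallow cells compare. Free RNA in the cell suspension gives UMIs to droplets whose cell does not express a gene. B-cell-like and NK/T-cell-like cells, called lymphoid cells here, serve as the cells that should lack endothelial and mesenchymal genes. They number 1642 in the normal library (median 3230 UMIs) and 1346 in the fibrosis library (median 2239 UMIs). Pecam1 is an exception, as in the normal library it stood at 1.96 UMIs per 10000 in lymphoid and 2.65 in B-cell-like cells. It was lower in erythroid-like (0.645), cholangiocyte-like (0.683), Kupffer-cell-like (0.879) and hepatocyte-like cells (0.991). Its lymphoid level is therefore not read as background.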

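In the normal library, 207 of 7471 cells (2.77%, 2.41 to 3.17) lay in clusters with markers of stellate cells (118 HSC/MF-like cells), portal fibroblasts (44 PF-like cells) or mesothelium (45 mesothelial-like cells). Removing the 5% of cells with the highest doublet scores moved this share most, to 2.24%. Col1a1, which lies on chromosome 11 from 94936224 to 94953042 of GRCm38, stood at 50.2 (47.9 to 52.6) UMIs per 10000 in PF-like cells, at 5.74 (5.13 to 6.39) in mesothelial-like cells and at 1.02 (0.856 to 1.20) in HSC/MF-like cells. In LSEC-like cells it stood at 0.0325 (0.0232 to 0.0442), within the counting interval of lymphoid cells, at 0.0301 (0.0181 to 0.0470). Col3a1 (chromosome 1 from 45311538 to 45349706) stood at 99.7 (96.4 to 103) in PF-like, 15.3 (14.3 to 16.3) in mesothelial-like and 7.55 (7.10 to 8.02) in HSC/MF-like cells. In LSEC-like cells it stood at 0.109 (0.0912 to 0.129), with 71 of 134 UMIs in 1 cell, and in zone 1-like and zone 2/3-like cells at 0.0581 (0.0372 to 0.0864) and 0.0351 (0.0222 to 0.0526), beside 0.0539 (0.0373 to 0.0753) in lymphoid cells. Acta2 (chromosome 19 from 34241090 to 34255590) stood at 0.0439 (0.0161 to 0.0956) in HSC/MF-like cells, 0.526 (0.312 to 0.831) in PF-like cells and 0.765 (0.556 to 1.03) in mesothelial-like cells, and at 0.00476 (0.000981 to 0.0139) in lymphoid cells. After thinning, an Acta2 UMI was found in 0 of 118 HSC/MF-like cells, which allows up to 2.54% of cells thinned to this depth, and in 0 of 44 PF-like cells, which allows up to 6.82%. It was found in 6.67% of mesothelial-like cells and in 0 of 1640 lymphoid cells, which allows up to 0.183%. Before thinning, an Acta2 UMI was held by 2.54% of HSC/MF-like, 11.4% of PF-like and 31.1% of mesothelial-like cells, beside 3 Acta2 UMIs over 1642 lymphoid cells, and the median depth was 10763.5 UMIs in HSC/MF-like, 7071.5 in PF-like and 11232 in mesothelial-like cells. When these cells were clustered again, 60 of the 118 HSC/MF-like cells (50.8%, 41.5 to 60.2) formed a sub-cluster with endothelial markers. They held a median of 15440.5 UMIs, beside 6457 in the HSC/MF-like sub-cluster.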

In the normal control, only small populations of ECM-expressing cells were identified, including quiescent HSCs, PFs, and mesothelial cells (but not ECs), which barely expressed the activated MF marker α-SMA (Acta2) (Supplementary Figures 1A–C). 

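In the fibrosis library, clusters with mesenchymal markers held 566 of 6132 cells (9.23%, 8.52 to 9.98), of which 394 were HSC/MF-like, 92 PF-like and 80 mesothelial-like. Removing the cells with the highest 5% of doublet scores moved the share most, to 8.36%. Col1a1 stood at 52.7 (52.3 to 53.1) UMIs per 10000 in this mesenchymal class and at 2.24 (2.10 to 2.39) in lymphoid cells of the same library. For Col3a1 the levels were 55 (54.6 to 55.4) and 1.57 (1.45 to 1.70), for Acta2 5.26 (5.14 to 5.39) and 0.395 (0.337 to 0.461), and for Tagln (chromosome 9 from 45929619 to 45936058 of GRCm38) 6.33 (6.19 to 6.47) and 0.330 (0.277 to 0.390). Pdgfra (chromosome 5 from 75152292 to 75198215) stood at 2.80 (2.71 to 2.90) in the class and 0.131 (0.0983 to 0.171) in lymphoid cells, and Pdgfrb (chromosome 18 from 61045150 to 61085061) at 3.19 (3.09 to 3.29) and 0.255 (0.208 to 0.308). After thinning, 71.0% of 563 cells of the class (67.1 to 74.8) held a Col1a1 UMI, with 3 cells too shallow to be thinned. The background share was 25.6% of 1320 lymphoid cells (23.3 to 28.1), with 26 left out. Before thinning, the shares were 96.1% and 47.8%, at median depths of 19513 UMIs in the class and 2239 in lymphoid cells.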

In fibrotic liver, in contrast, a significant MF cluster expressing canonical mesenchymal and ECM-related genes, including Col1a1, Col3a1, α-SMA, SM22 (Tagln), Pdgfra, and Pdgfrb, was identified in 14 clusters from 6,437 cells (Figures 1A,B and Supplementary Figure 2A). 

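Clustering the 566 cells of the mesenchymal class again at the same resolution gave 9 sub-clusters, and the number ran from 7 at a resolution of 0.4 to 11 at 1.5. The sub-cluster of 125 cells was led by the endothelial genes Gpr182, Gpihbp1, Clec4g, Ptprb and Dnase1l3. A total of 224 cells lay in matrix sub-clusters, named by markers of stellate cells or portal fibroblasts: 86 cells led by Robo2, Col6a3 and Vegfd, 46 cells in which Tmem56, Angptl6 and Colec10 stood out, 62 cells led by Ltbp2, Fgl2 and Mfap4, and 30 cells led by Fndc1 and Cxcl5. A sub-cluster of 75 cells carried the macrophage genes Lgals3, Ctss and Gpnmb. Its leading gene was the immunoglobulin gene Igkc, of whose UMIs 94.0% lay in 3 cells. Slpi, Upk3b and Igfbp6 marked a mesothelial-like sub-cluster of 46 cells. The sub-clusters of 53 and 43 cells were led by the cell cycle genes Top2a, Mki67 and Cenpf and got no name, although the latter also showed raised endothelial markers.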

Further analysis of this fibrotic MF cluster revealed four subtypes with distinct signatures (Figure 1C). While MF-1 and MF-4 express typical ECM organization genes and mesothelial markers, respectively, MF-3 expresses macrophage markers, reminiscent of macrophage-MF transition in fibrosis (Wang et al., 2017; Haider et al., 2019) (Figure 1D and Supplementary Figure 2B). 

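The matrix sub-clusters made up 224 of 566 cells (39.6%, 35.5 to 43.7) of the class. In them Col1a1 stood at 112 (111 to 113) UMIs per 10000, Lum at 19.6 (19.2 to 20.1), Dpt at 9.39 (9.08 to 9.71), Adamtsl2 at 3.92 (3.72 to 4.12) and Tnxb at 2.13 (1.98 to 2.28). The mesothelial-like sub-cluster, 46 of 566 cells (8.13%, 6.01 to 10.7), had Msln (chromosome 17 from 25748613 to 25754378 of GRCm38) at 6.33 (5.80 to 6.89) and Fmod at 0.946 (0.750 to 1.18), where the matrix sub-clusters had 0.186 (0.144 to 0.235) and 0.923 (0.827 to 1.03). The macrophage-marker sub-cluster, 75 of 566 cells (13.3%, 10.6 to 16.3), had Lyz2 (chromosome 10 from 117277331 to 117282321) at 21.5 (20.8 to 22.2), beside 1.89 (1.76 to 2.04) in the matrix sub-clusters and 5.68 (5.45 to 5.91) in lymphoid cells. After thinning, 62.7% of its cells held a Lyz2 UMI (88% before), beside 19.2% in the matrix sub-clusters and 37.3% in lymphoid cells, at median depths of 24212, 13998.5 and 2239 UMIs. Cd68 stood at 3.43 (3.17 to 3.72) in it and at 0.613 (0.540 to 0.694) in lymphoid cells, and Col1a1 at 26.8 (26.0 to 27.5). Its median doublet score of 0.152 was the highest of the 9 sub-clusters.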

MF-2, which constitute 28.7% (150/522 cells) of the MF population, expressed genes featured in LSECs, such as Lyve-1, Stab2, Pecam1, Flt4, Kdr, Oit3, and Mcam (Figures 1C,F). 

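The sub-cluster with endothelial markers held 125 of 566 cells (22.1%, 18.7 to 25.7) of the mesenchymal class. The share moved up to 29.7% under the first naming rule and down to 14.6% with a mitochondrial limit of 5%. Counting cells above 99% of lymphoid cells in endothelial-marker UMIs gave 1.78%. This says little about the share, as only 45.9% of LSEC-like cells pass that limit. Lyve1 (chromosome 7 from 110850607 to 110863239 of GRCm38) stood at 7.21 (6.91 to 7.51) UMIs per 10000 in the sub-cluster and at 0.409 (0.346 to 0.479) in the matrix sub-clusters, 10.2 (10.0 to 10.4) in LSEC-like cells and 2.40 (2.26 to 2.56) in lymphoid cells. After thinning, 46.0% of 124 cells of the sub-cluster held a Lyve1 UMI (93.6% before), against 11.0% of lymphoid cells. Stab2 (chromosome 10 from 86841198 to 87008025) stood at 7.82 (7.51 to 8.13) in the sub-cluster, 0.680 (0.599 to 0.770) in the matrix sub-clusters and 3.42 (3.25 to 3.61) in lymphoid cells. The levels of Pecam1 in the sub-cluster, the matrix sub-clusters and lymphoid cells were 4.97, 0.382 and 2.75, those of Flt4 7.00, 0.793 and 3.35, and those of Kdr 17.3, 1.17 and 6.56. Oit3 stood at 5.57, 0.366 and 2.14 in the same order, and Mcam at 2.73, 0.600 and 1.10. The lymphoid level of Pecam1 is not a background, as said above. Each of these 7 genes lay between the matrix sub-clusters and LSEC-like cells. So did Col1a1, at 15.1 (14.7 to 15.5) in the sub-cluster. Among 2066 genes with at least 1 UMI per 10000 in the sub-cluster, those with the largest ratio over the higher of the matrix sub-clusters and LSEC-like cells were Angptl6 (1.90 times), Mapt (1.85), Colec10 (1.84), Vipr1 (1.79) and Tmem56 (1.69). All but Mapt are on the HSC/MF list used for naming, so their place is not independent of it. Each of them, Mapt included, is also among the top 10 genes of the HSC/MF-like sub-cluster of 46 cells. The matrix sub-clusters pool HSC/MF-like with PF-like cells. Over the higher of LSEC-like cells and the HSC/MF-like sub-clusters alone, the largest ratio of any gene was 1.55. These ratios therefore do not show genes particular to the sub-cluster with endothelial markers.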

To be noted, doublet-likelihood scores were low across clusters, illustrating that the multifeatures of MF subpopulations were not because of cell doublets or contaminations (Figure 1E). These results corroborate the heterogeneous origin of MFs as determined in recently published single-cell studies (Dobie et al., 2019; Krenkel et al., 2019) and suggest that LSECs contribute a specific MF subtype in liver fibrosis as previously reported (Ribera et al., 2017).

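Scrublet scores each cell by how many simulated doublets lie among its neighbours. In the fibrosis library the sub-cluster with endothelial markers had a median score of 0.102 (0.0981 to 0.112), beside 0.0637 in the matrix sub-clusters and 0.0499 over the whole library. HSC/MF-like cells, at 0.0981, and mesothelial-like cells, at 0.0901, had the highest medians of the 14 classes. The expected doublet rate given to Scrublet moved the sub-cluster's median most, to 0.166 at a rate of 0.1. Scrublet called 1 cell of the library a doublet, at a threshold of 0.606, and it was not in the sub-cluster. To see how a droplet with an LSEC and an MF would score, 125 artificial pairs, each the summed UMIs of 1 LSEC-like cell and 1 cell of the HSC/MF-like sub-clusters, were added to the library. Their median score was 0.0928, with 0 of 125 called, and the sub-cluster's in the same run was 0.0968. The sub-cluster held a median of 23473 UMIs per cell (21446 to 26080). The medians of the HSC/MF-like sub-clusters (11555.5) and of LSEC-like cells add up to 19149.5, and 100 sets of artificial pairs had medians from 16051 to 23737. None of 2066 genes was over 2 times its level in both LSEC-like cells and the HSC/MF-like sub-clusters, and none was in any set of artificial pairs. The sub-cluster's endothelial-marker UMIs, 742 per cell, lay above those of the sets of artificial pairs (388 to 502), so it held more endothelial RNA than such a pair. From the low scores, the paper concludes that the mixed features of the MF sub-populations did not come from doublets or contamination, and from the mixed features it proposes that LSECs contribute to MFs.

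**Figure D1:**
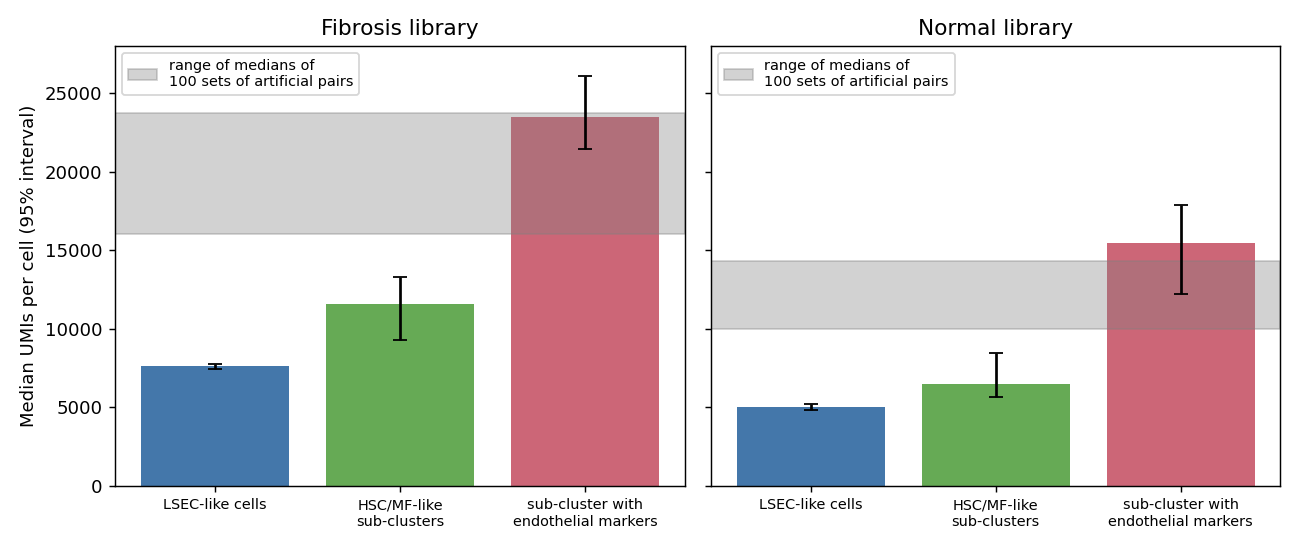
Median UMIs per cell (bars, with 95% interval) of LSEC-like cells, the HSC/MF-like sub-clusters and the sub-cluster with endothelial markers, in the fibrosis library (left) and the normal library (right). The grey band spans the medians of 100 sets of artificial pairs of an LSEC-like and an HSC/MF-like cell. In the fibrosis library the sub-cluster with endothelial markers, at 23473 UMIs, lies in the band (16051 to 23737), and in the normal library, at 15440.5, it lies above the band (9996 to 14320) with an interval from 12192 to 17904.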

**FIGURE 1:**
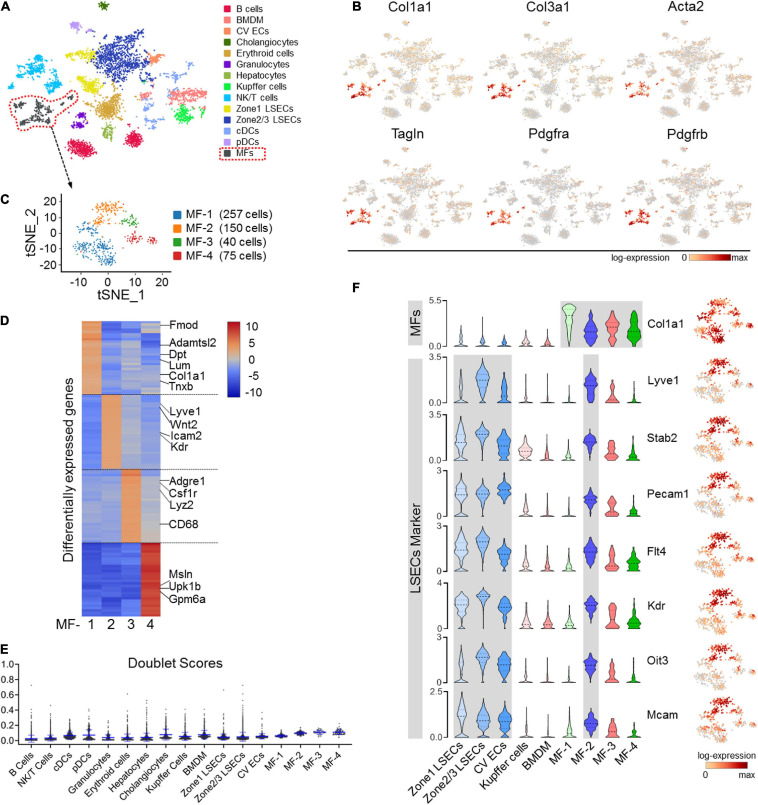
scRNA-seq of NPCs in CCl_4_-induced liver fibrosis. **(A)** Clustering of 6,437 cells (mean number of genes per cell = 1,768) from the liver NPCs of a CCl_4_-treated male mouse. **(B)** The expression of representative MF marker genes, including Col1a1, Col3a1, Acta2 (α-SMA), Tagln (SM22), Pdgfra, and Pdgfrb, in the population (marked with dotted lines in red) was visualized by gene tSNE. **(C)** The MF population in (A) was further clustered into four subsets and visualized by gene tSNE. **(D)** The top 30 differentially expressed genes in the four MF subpopulations are illustrated by heat map. **(E)** Cell doublet scores of the fibrotic-NPCs per cluster. **(F)** Individual gene tSNE and violin plots are used to show the expression of MF marker Col1a1 and LSEC markers Lyve1, Stab2, Pecam1, Flt4, Kdr, Oit3, and Mcam across different cell types. The *y*-axis is the log-scale normalized read count.

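Over all 6437 cells of the fibrosis library, the mean number of genes with a UMI was 2833 per cell and the median 2673, with at least 464 in every cell. After the mitochondrial filter, the mean was 2855. Clustering at a resolution of 0.8 gave 20 clusters, which took 14 class names, and a resolution of 0.4 gave 15.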

### Validation of LSECs EndMT by Lineage Tracing

To further testify the phenotypic transition of LSECs, EC^YFP^ (CDH5^CreERT^-ROSA26-STOP^floxed^-YFP) mice were bred to label ECs specifically with YFP by tamoxifen induction. Prominent colocalization of LSEC marker Lyve1 with YFP proved the efficiency of CDH5-driven labeling (Supplementary Figure 3A). Moreover, HSC marker Desmin and Kupffer marker F4/80 could be finely discriminated from endothelial YFP, indicating a satisfactory specificity and resolution of our colocalization detection (Supplementary Figures 3B,C). Then, we isolated, identified and cultured LSECs from wild-type or EC^YFP^ mice to examine their phenotypic transitions *in vitro* (Supplementary Figures 4A–D). After extended culture for 7 days, LSECs not only underwent capillarization, but also exhibited spindle-shaped and elongated cell morphology and remarkably increased expression of α-SMA, SM22, and Col-1, suggesting mesenchymal transition (Figures 2A,B and Supplementary Figures 4E–G). Meanwhile, unchanged HSC markers (Lrat, Reln, and Desmin) examined by qPCR, positive expression of VE-cadherin, and negatively immunostained Desmin by immunofluorescence demonstrate that the observed mesenchymal features of *in vitro* cultured LSECs were not because of HSC contaminations or a full cell fate transition to HSCs (Supplementary Figures 4E,G). Thus, these results uncovered an unanticipated property of plasticity of LSECs, similar to the activation process of quiescent HSCs to activated MFs during culturing. EC^YFP^ mice were then subjected to CCl_4_- or BDL-fibrosis (Figure 2C and Supplementary Figure 5). Colocalization analysis of YFP and mesenchymal markers showed that ∼50% of YFP-labeled LSECs co-expressed α-SMA, SM22, and Col-1 in CCl_4_- or BDL-induced fibrotic liver but not in the controls (Figure 2D), which was reconfirmed by labeling LSECs with Isolectin B4 (Supplementary Figure 6). LSECs from the fibrotic EC^YFP^ mice were further isolated and analyzed by FACS. The result similarly demonstrates a considerable proportion of YFP^+^ LSECs co-expressing α-SMA and SM22 in cytoplasm (Figure 2E). Thus, these data collectively verify that LSECs could undergo an EndMT-like transdifferentiation both *in vitro* and *in vivo*.

**FIGURE 2:**
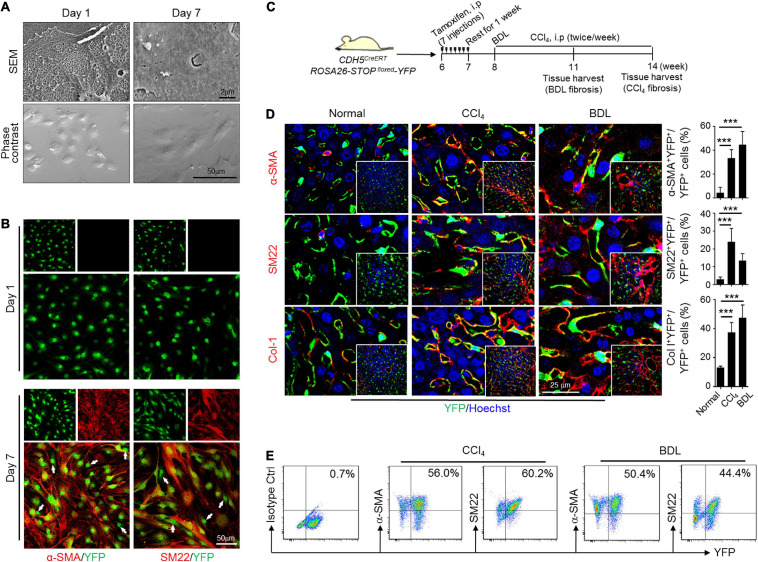
Lineage tracing study verifies EndMT of LSECs *in vitro* and *in vivo*. **(A,B)** LSECs from genetically labeled EC^YFP^ mice were cultured for indicated days, observed under an SEM (top) or a light microscope (phase contrast, bottom) and further counterstained with anti-α-SMA and anti-SM22 (*n* = 3). Arrows indicate LSECs that are negative for α-SMA or SM22. **(C)** Strategy for establishing liver fibrosis models on EC^YFP^ mice. **(D)** Liver cryosections from EC^YFP^ mice subjected to CCl_4_- or BDL-fibrosis were stained for YFP plus α-SMA, SM22, or Col-1. The percentages of YFP^+^α-SMA^+^, YFP^+^SM22^+^, and YFP^+^Col-1^+^ cells in total YFP^+^ LSECs were quantitatively compared with the normal control (*n* = 4 for the CCl_4_ model and *n* = 5 for the BDL model). Bars = means ± SD; ***P < 0.001 vs. normal control, using two-tailed *t*-test. **(E)** LSECs were isolated from mice in (C), and analyzed by FACS for endogenous YFP and α-SMA/SM22 after cytoplasmic anti-α-SMA/anti-SM22 staining.

### Mesenchymal Transition of LSECs Is Partial in Liver Fibrosis

Because EndMT is usually initiated by induction of the specific transcription factors, such as Snail, Slug, Twist, Zeb1, and Zeb2 (Piera-Velazquez and Jimenez, 2019), we then isolated LSECs from the control and CCl_4_-injured mice and compared the expression level of these EndMT-inducers by RT-PCR. As a result, we did not detect significant upregulation of typical EndMT-related transcription factors in fibrotic LSECs (Figure 3A). Then, we tried to assess whether mesenchymal-transited LSECs acquired an increased capability of migration. We performed bulk-RNA sequencing on isolated LSECs. However, gene signatures reflecting EC-migration were insignificantly enriched between control and fibrotic LSECs as demonstrated by GSEA (Figure 3B). Then, the migration of LSECs and HSCs isolated from the fibrotic mice were compared by scratch assays, and the result showed that fibrotic LSECs displayed a much lower capacity to migrate in culture (Figure 3C). These results suggest that, following chronic liver injury, LSECs undergo a partial EndMT (Li et al., 2018; Piera-Velazquez and Jimenez, 2019) to form an intermediate phenotype of mesenchymal-like LSECs that produce a high amount of ECM with low migrating capacity.

**FIGURE 3:**
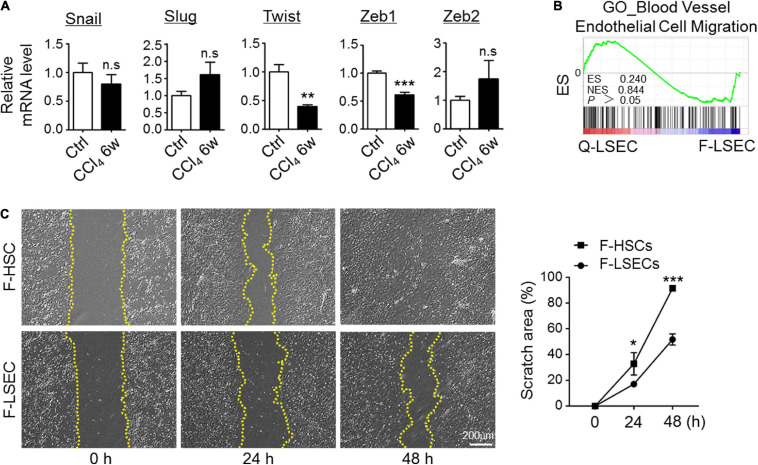
Mesenchymal transition of LSECs is partial in fibrosis. **(A)** LSECs were isolated from control and fibrotic mice, and the expression of EndMT-related transcription factors was determined by qRT-PCR (*n* = 3–4). Bars = means ± SD; **P < 0.01, ***P < 0.001 vs. control LSECs, using two-tailed *t*-test. **(B)** Genes reflecting vascular endothelial cell migration were compared between Q-LSEC and F-LSEC with GSEA (*n* = 3). **(C)** LSECs and HSCs were isolated from the fibrotic mice (F-LSEC and F-HSC, respectively), and cell migration was determined by scratch assay (*n* = 4). Bars = means ± SD; *P < 0.05, ***P < 0.001 vs. fibrotic-LSECs, using two-tailed *t*-test; n.s., not significant. Q-LSEC, quiescent LSEC; F-LSEC, fibrotic LSEC; F-HSC, fibrotic HSCs; GSEA, gene set enrichment analysis.

### Partially Mesenchymal-Transited LSECs Contribute to Perisinusoidal ECM Deposition

Because fibrotic LSECs exhibit limited migrating capacity compared with fibrotic HSCs, they likely deposit fibrotic ECM preferentially into liver sinusoids. Therefore, we immunostained LSEC marker Lyve1 and MF markers α-SMA/Sm22 in fibrotic liver sections. The result showed that strong colocalization of Lyve-1 and α-SMA/Sm22 was preferentially detected in the sinusoidal but barely in the septal regions (bridging-fibrosis regions) in both CCl_4_- and BDL-induced fibrosis models (Figures 4A,B,D). Consistently, the fibrotic liver also manifested significantly increased colocalization of Col-1, the major ECM component in fibrosis, and EC markers Lyve1 in sinusoidal regions (Figures 4C,D). In line with these, a distinguished fibrous ECM accumulation, as determined by Sirius red staining, could be obviously observed in the sinusoidal areas of CCl_4_- and BDL-mediated liver fibrosis (Supplementary Figure 5). In human cirrhotic livers, Sirius red examination also showed noticeable sinusoidal fibrosis in the liver parenchyma (Figure 4E), accompanied by strong colocalization of Lyve1 and MF markers in sinusoidal regions but not fibrotic septal regions (Figure 4F). These data collectively suggest that LSECs undergoing partial mesenchymal transition actively deposit ECM primarily in sinusoidal areas in liver fibrosis.

**FIGURE 4:**
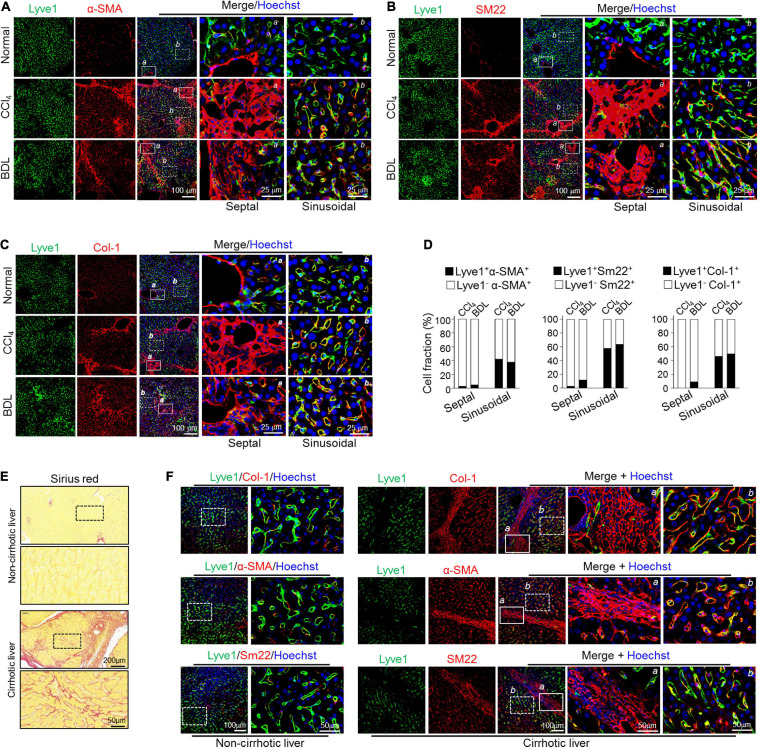
Mesenchymal-transited LSECs mainly contribute to sinusoidal but not septal/portal ECM deposition in liver fibrogenesis. **(A–C)** Mice were subjected to CCl_4_- or BDL-induced liver fibrosis (*n* = 3–4). Liver cryosections were stained for Lyve1 plus α-SMA (A), SM22 (B), or Col-1 (C) with nuclei counterstained with Hoechst. Representative septal/portal areas (*a*, box with solid lines) and sinusoidal areas (*b*, box with dotted lines) are shown at higher magnification. **(D)** Cell fractions of Lyve1^+^ mesenchymal (α-SMA^+^/SM22^+^/Col-1^+^) cells between the septal and the sinusoidal areas are shown. **(E)** Representative Sirius red staining showing sinusoidal fibrogenesis in human cirrhotic liver sections (*n* = 3 for healthy liver and *n* = 8 for cirrhotic liver). **(F)** Human non-cirrhotic and cirrhotic liver sections were stained for Lyve1 and MF markers (Col-1, α-SMA, and SM22). Representative septal areas (*a*, box with solid lines) and sinusoidal areas (*b*, box with dotted lines) are shown at higher magnification.

### Successive Phenotypic Transition of LSECs From Capillarization to EndMT in Liver Fibrosis

Capillarization is the hallmark dysregulated phenotype of LSECs in liver fibrosis. To explore the in-depth relationships between capillarization and EndMT of LSECs during fibrogenesis, we analyzed our scRNA-seq and bulk RNA-seq of isolated-LSECs on these two pathological changes. In fibrotic liver, LSEC clusters upregulated genes of continuous ECs and basement membrane, including CD34, CD31 (Pecam1), Col4a1, Col4a2, LamC1, and FN1, and downregulated LSEC-associated genes, consistent with dedifferentiation or capillarization of LSECs (Geraud et al., 2017; Winkler et al., 2021; Figures 5A,C). Furthermore, we found that fibrotic LSECs also expressed other mesenchymal or ECM-related genes and were enriched for a hallmark gene set of epithelial-mesenchymal transition following capillarization (Figures 5B,D,E). 

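LSEC-like cells numbered 2328 in the normal library (median 5001 UMIs) and 1320 in the fibrosis library (median 7594). By their markers, 618 normal and 555 fibrosis cells were zone 1-like and 1111 and 279 zone 2/3-like. The remaining 599 normal cells (median 2221 UMIs) and 486 fibrosis cells (median 7852.5 UMIs) got no zone name. Of the zone 1-like fibrosis cells, 107 form a shallow sub-cluster (median 2068 UMIs) whose top 10 genes hold 1 zone 1 marker, 1 marker of another zone and 3 haemoglobin genes. Cd34 (chromosome 1 from 194938819 to 194961279 of GRCm38) went from 0.415 (0.380 to 0.452) UMIs per 10000 in the normal library to 1.11 (1.05 to 1.18) in the fibrosis library, a ratio of 2.69 (2.42 to 2.98). The choice of zone moved this ratio most, to 1.56 (1.37 to 1.77) in zone 1-like and 4.60 (3.46 to 6.14) in zone 2/3-like cells. The ratio was 2.32 (2.26 to 2.39) for Col4a1, 2.04 (1.96 to 2.13) for Col4a2 and 2.04 (1.84 to 2.25) for Lamc1. For Pecam1 (chromosome 11 from 106654217 to 106750628) it was 1.05 (1.02 to 1.09) over all LSEC-like cells, 1.16 (1.10 to 1.23) in zone 2/3-like cells and 0.810 (0.771 to 0.851), a lower level in fibrosis per 10000 UMIs, in zone 1-like cells. Without the shallow sub-cluster the zone 1 ratio was 0.825 (0.785 to 0.866), and the ratio per cell went from 0.909 to 1.08, so that its fall holds per 10000 UMIs only. For Fn1 (chromosome 1 from 71585520 to 71653200) it was 0.897 (0.818 to 0.983) over all LSEC-like cells, but 1.43 (1.21 to 1.69) in zone 1-like and 1.17 (0.974 to 1.40) in zone 2/3-like cells, where the interval includes 1. In the normal library 1 cell held 177 of 1044 Fn1 UMIs, and without the 3 cells that held most of them in each library the ratio was 1.08 (0.979 to 1.19). Counted per cell rather than per 10000 UMIs, the Fn1 ratio over all LSEC-like cells turned to 1.40, as fibrosis LSEC-like cells held 1.57 times the UMIs of normal ones on average. Pecam1 is also 1 of the 7 LSEC markers of Figure 1F. Of the other 6, 6 were higher in the fibrosis library beyond the counting interval, with ratios of 2.44 (2.36 to 2.52) for Lyve1, 1.08 (1.06 to 1.11) for Stab2, 1.34 (1.31 to 1.38) for Flt4, 1.31 (1.29 to 1.33) for Kdr, 1.18 (1.14 to 1.21) for Oit3 and 1.41 (1.34 to 1.48) for Mcam. In zone 1-like cells 5 of the 6 were higher and 0 lower, and in zone 2/3-like cells 4 were higher and Stab2 lower, at 0.924 (0.890 to 0.960) per 10000 UMIs but higher per cell, at 1.36. Wnt2, at 0.703 (0.660 to 0.748), and Icam2, at 0.766 (0.717 to 0.817), were lower per 10000 UMIs in LSEC-like cells but higher per cell, at 1.10 and 1.20. In zone 1-like cells Icam2 was lower on both scales, at 0.634 (0.568 to 0.707) and 0.711 (0.643 and 0.845 without the shallow sub-cluster), and Wnt2 higher, at 1.65 (1.28 to 2.14). In zone 2/3-like cells Wnt2, at 0.879 (0.808 to 0.955), and Icam2, at 0.781 (0.692 to 0.880), were lower per 10000 UMIs but higher per cell. Among the 81 genes with at least 1 UMI per 10000 whose change differed at least 2 times from that in B-cell-like and in NK/T-cell-like cells, the smallest ratios were those of Atp13a3 (0.219), Adgrg6 (0.342), Cst3 (0.375), Hspa1b (0.447) and Jag1 (0.50). LSEC-like cells are composed differently in the libraries, as a sub-cluster of 349 cells with Atp13a3, Gja5, Nrg1 and Fbln2 among its top 10 genes was named zone 1-like in the normal library, and one of 63 cells with the same 4 among its top 10 was named central vein-like, and so left out, in the fibrosis library. Over all endothelial-like cells the ratio was 0.504 (0.476 to 0.534) for Atp13a3, 0.503 for Adgrg6, 0.475 for Cst3, 0.462 for Hspa1b and 0.787 (0.729 to 0.850) for Jag1, with Jag1 higher per cell, at 1.24. Over the same cells it was 1.02 (0.989 to 1.05) for Pecam1 and 1.05 (0.998 to 1.10) for Wnt2, with 1 inside both intervals, 0.897 (0.822 to 0.978) for Fn1, and 0.790 (0.744 to 0.839) for Icam2, the latter 2 higher per cell. In LSEC-like cells, the largest ratios of the 81 genes after that of Col1a2 were those of Cxcl2 (6.86), Hsph1 (3.79), Laptm5 (3.44) and Dcn (3.23). Of these genes, Adgrg6 and Jag1 are on the zone 1 list used for naming, Cst3 on that of dendritic cells and Dcn on that of HSC/MF. The rule for the 81 genes takes a difference in either direction, so genes that rose more in lymphoid cells pass as well. Col1a2 rose more in lymphoid than in LSEC-like cells. Dcn stood at 1.09 UMIs per lymphoid cell of the fibrosis library, beside 1.41 per LSEC-like cell. A place among the largest ratios therefore does not make a change particular to LSEC-like cells.

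**Figure D2:**
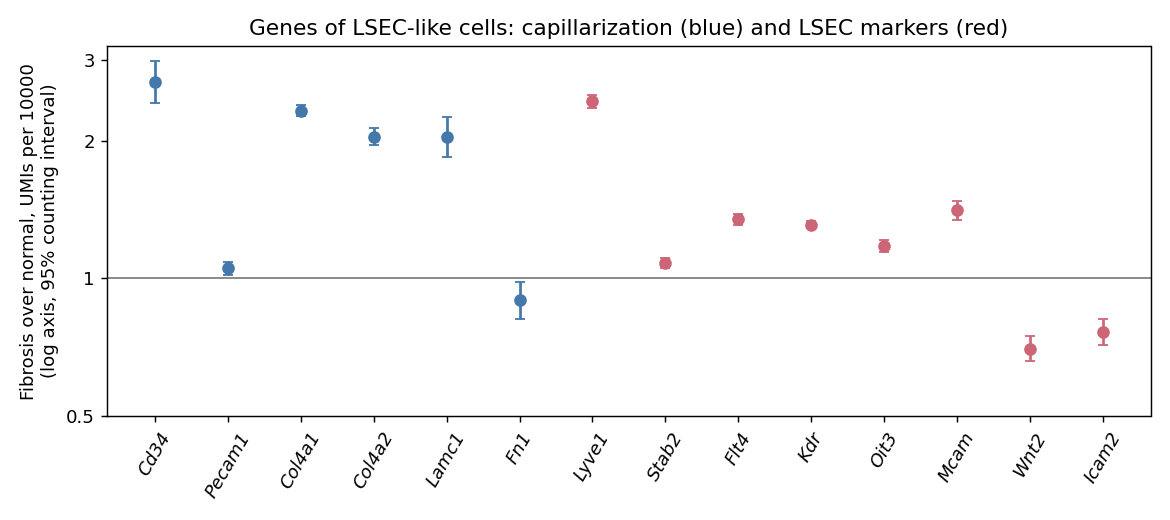
Ratio of UMIs per 10000 in LSEC-like cells of the fibrosis library over those of the normal library (log axis) for capillarization genes (blue) and LSEC markers with Wnt2 and Icam2 (red), with 95% counting intervals. The grey line marks a ratio of 1, and of the 14 genes Fn1, Wnt2 and Icam2 lie below it, each of which lies above 1 per cell. Fn1 lies below it through few cells, as without the 3 cells that held most of its UMIs in each library its interval includes 1, and over all endothelial-like cells the interval of Wnt2 includes 1.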

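In LSEC-like cells, Col1a1 rose from 40 UMIs over all normal cells to 1303 over all fibrosis cells, a ratio of 36.7 (26.8 to 51.6) per 10000 UMIs. Taking zone 2/3-like cells alone moved this ratio most upwards, to 117. The ratio was 21.6 (17.4 to 27.1) for Col1a2 (chromosome 6 from 4504814 to 4541544 of GRCm38), 7.27 (6.06 to 8.79) for Col3a1, 7.80 (5.53 to 11.3) for Col5a1, 4.62 (3.38 to 6.43) for Acta2 and 4.78 (3.50 to 6.64) for Tagln. In zone 1-like and zone 2/3-like cells taken alone, these ratios were 70.9 and 64.3 for Col1a2, 15.1 and 21.0 for Col3a1, 19.3 and 7.66 for Col5a1, 29.8 (9.86 to 147) and 23.3 (9.23 to 75.2) for Acta2, and 29.4 and 16.6 for Tagln. The normal levels rest on few cells: for each gene, 1 LSEC-like cell without a zone name held many of the UMIs, 42 of 50 for Acta2, 39 of 50 for Tagln, 51 of 87 for Col1a2, 71 of 134 for Col3a1 and 14 of 40 for Col1a1, which intervals that count UMIs do not cover. Without the 3 cells that held most UMIs of a gene in each library, the ratio was 37.1 (16.7 to 102) for Acta2, 25.4 (13.1 to 56.3) for Tagln, 68.7 (44.8 to 111) for Col1a1, 61.7 for Col1a2, 16.8 for Col3a1 and 10.6 for Col5a1. Lymphoid cells rose as well. Their Col1a2 level went from 0.0365 (0.0231 to 0.0547) to 3.15 (2.98 to 3.33) UMIs per 10000, where that of LSEC-like cells went from 0.0706 (0.0566 to 0.0871) to 1.52 (1.45 to 1.60). In the fibrosis library each of these 6 genes stood lower per 10000 UMIs in LSEC-like than in lymphoid cells. After thinning, 12.4% of 1317 LSEC-like cells (10.6 to 14.3; 3 left out) held a Col1a1 UMI, less than the lymphoid share, and 16.0% held a Col1a2 UMI, beside 33.3% of lymphoid cells. At these shares the thinned data do not set LSEC-like cells above the background. Before thinning the Col1a1 share was 61.1% in LSEC-like cells, whose droplets are deeper (7594 UMIs against 2239). Counted per cell, LSEC-like cells held 0.987 Col1a1 UMIs and lymphoid cells 0.686, a ratio of 1.44 (1.32 to 1.57), and the ratio was 1.31 (1.21 to 1.41) for Col1a2 and 1.36 (1.23 to 1.51) for Col3a1. Against Kupffer-cell-like cells, whose droplets held a median of 10255 UMIs, the Col1a1 ratio per cell turned to 0.833. It was 1.39 (1.25 to 1.54) against erythroid-like and 1.38 (1.13 to 1.70) against hepatocyte-like cells. For marker lists of 6 classes that are neither endothelial nor lymphoid, the same ratio of LSEC-like over lymphoid cells had a median of 1.42, and 2 lists reached the ratio of Col1a1. The paper states from these genes that fibrotic LSECs also express mesenchymal genes, beside bulk RNA-seq of isolated LSECs, which was not analysed here.

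**Figure D3:**
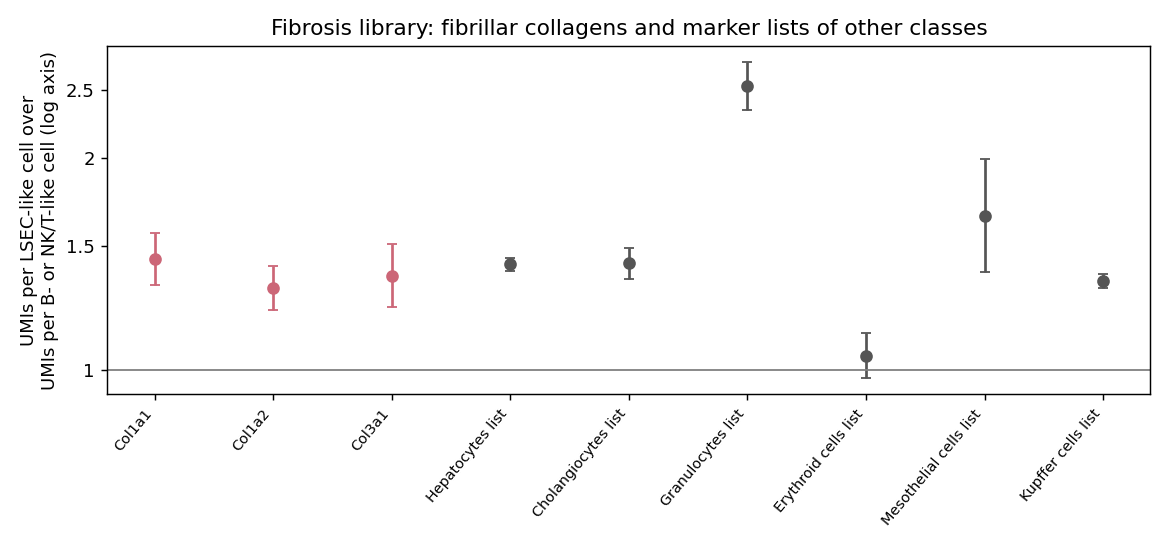
UMIs per LSEC-like cell over UMIs per lymphoid cell in the fibrosis library (log axis) for Col1a1, Col1a2 and Col3a1 (red) and for the summed markers of 6 other classes (grey), with 95% counting intervals. The 3 collagens, from 1.31 to 1.44, lie among the lists, which run from 1.05 for erythroid cells to 2.53 for granulocytes.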

The acquisition of mesenchymal features of fibrotic LSECs was validated as well by a recently published microarray data of Std- vs. CDAA-LSECs (Winkler et al., 2021), in which NASH-related perisinusoidal fibrosis could be finely modeled without the tendency to turn into progressive bridging or peri-portal fibrosis (Figure 5E). Western blotting also verified that the expression of α-SMA, SM22, and Col-1 was upregulated in fibrotic LSECs on different days of CCl_4_ induction (Figure 5F). 

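Pseudotime was computed as diffusion pseudotime in scanpy in place of Monocle, on the LSEC-like cells of both libraries and the sub-cluster of the fibrosis library that carries endothelial markers such as Gpr182 and Clec4g, with the root in normal zone 2/3-like cells. The median was 0.0387 (0.0374 to 0.0401) in normal LSEC-like cells, 0.876 (0.874 to 0.878) in fibrosis LSEC-like cells and 0.926 (0.919 to 0.933) in the sub-cluster. As the root lies in normal cells and the libraries separate, the later place of fibrosis LSEC-like cells follows from the root, and it cannot be told apart from a difference between libraries, with 1 library per condition. Within the fibrosis library, the sub-cluster came after LSEC-like cells. As it was taken from the mesenchymal class and carries stellate cell RNA (Lrat at 6.62 (6.34 to 6.91) UMIs per 10000, beside 0.233 (0.205 to 0.264) in LSEC-like cells), it would lie farther from the root both as cells in transition and as droplets with 2 cells. When 125 artificial pairs of an LSEC-like and an HSC/MF-like cell were added, 78.4% of the pairs (70.2 to 85.3) and 84.8% of the sub-cluster (77.3 to 90.6) came later than the fibrosis LSEC-like median, so the order does not separate the 2. Without pairs, the share of the sub-cluster was 100%, and 91.2% with the 46 genes kept among the variable genes.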

More importantly, pseudotime analysis showed a successive transition of quiescent LSECs into fibrotic Col-1-expressing, mesenchymal-like LSECs, and MF-like cells (MF-2) (Figure 5G). These suggest that LSECs undergo successive phenotypic transitions, i.e., from differentiated LSECs to capillarization and then to mesenchymal, with a small population converted to MFs, in liver fibrosis.

**FIGURE 5:**
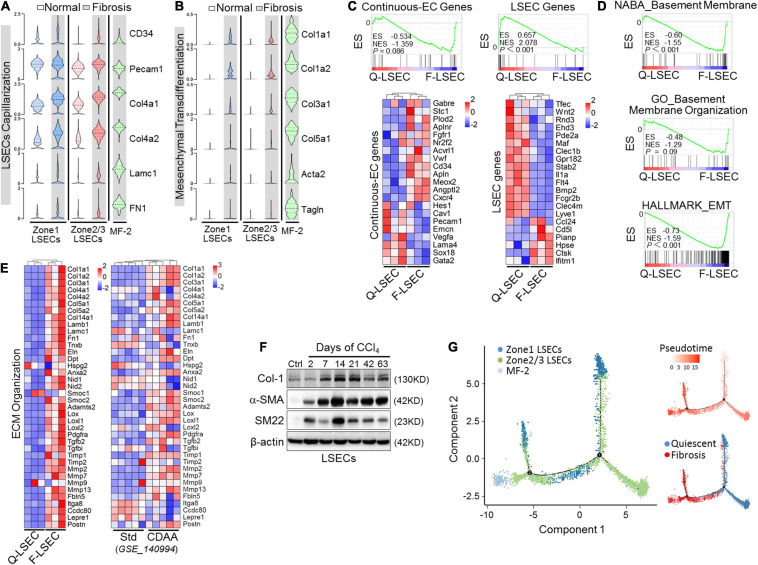
Capillarized LSECs undergo EndMT during liver fibrogenesis. **(A,B)** The expressions of capillarization markers (A) and mesenchymal markers (B) in different EC subpopulations between normal and fibrosis are shown by violin plots. **(C–E)** LSECs were isolated from mice injected with CCl_4_ or oil for 6 weeks and subjected to RNA-seq (*n* = 3). Continuous EC- and LSEC-associated genes were compared between the two types of LSECs with GSEA and heat maps (C). Transcriptomes were further analyzed by GSEA for vascular basement membrane formation/organization and epithelial mesenchymal transition (D). Genes involved in ECM organization were compared between normal and fibrotic LSECs (left, Q-LSEC vs. F-LSEC; right, Std-LSEC vs. CDAA-LSEC) with a heat map (E). **(F)** LSECs were isolated from wild-type mice treated with oil or CCl_4_ for the indicated days, and the expression of mesenchymal markers (Col-1, α-SMA, and SM22) was determined by Western blotting. **(G)** Pseudotemporal cell ordering of MF-2 and LSEC subpopulations along differentiation trajectories by using Monocle. Pseudotime is depicted from light to dark red. Q-LSEC, quiescent LSEC; F-LSEC, fibrotic LSEC; Std, standard; CDAA, choline-deficient, l-amino acid-defined; GSEA, Gene Set Enrichment Analysis.

### Blocking Capillarization Abolishes LSECs EndMT

Because eNOS-sGC is documented to modulate capillarization of LSECs in both steady and fibrotic states (Xie et al., 2012; Duan et al., 2018), we access whether eNOS-sGC is involved in EndMT. We treated CCl_4_-induced fibrotic mice with YC-1, an activator of sGC. Injection of YC-1 increased LSEC fenestration and reduced fibrosis and attenuated liver damage (Figures 6A,B), consistent with previous reports (Xie et al., 2012). Then, LSECs were purified from fibrotic mice and evaluated by RT-PCR for mesenchymal gene expression. The results showed decreased α-SMA, SM22, and Col-1 in fibrotic LSECs treated with YC-1 (Figure 6C). Consistently, we found the colocalization of α-SMA/Col-1 in LSECs was repressed by YC-1 injection during CCl_4_ fibrosis, suggesting diminished sinusoidal ECM deposition (Figure 6D). In addition, treatment of *in vitro* cultured LSECs with YC-1 increased fenestration and blunted the mesenchymal morphology (Figure 6E). Western blotting indicated that YC-1 treatment upregulated endothelial marker VE-cad and repressed mesenchymal markers Col-1, α-SMA, and SM22 (Figure 6F). These collectively imply that blocking capillarization of fibrotic-LSECs simultaneously prevents the acquisition of mesenchymal features of themselves.

**FIGURE 6:**
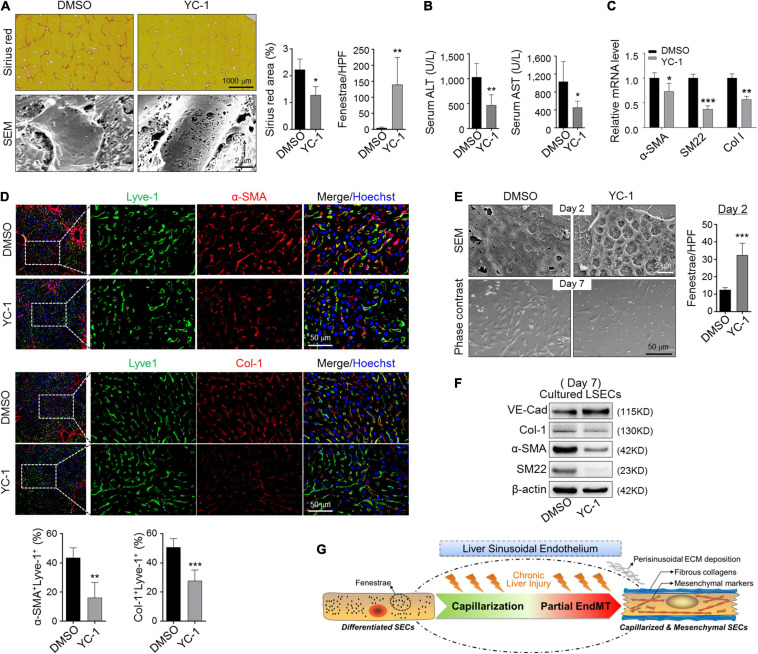
Blocking capillarization simultaneously reverses the mesenchymal phenotypes of LSECs during liver fibrosis and *in vitro* culturing. **(A,B)** Mice bearing CCl_4_-fibrosis were treated with DMSO or YC-1. Liver sections were stained by Sirius red or observed under SEM. Sirius red^+^ areas and fenestrae per high power field were quantitatively compared between the two groups (A, *n* = 6). Serum ALT and AST were determined (B, *n* = 6). **(C)** LSECs were isolated from mice in (A) and the expression of α-SMA, SM22, and Col-1 was evaluated by qRT-PCR (*n* = 4). **(D)** Colocalization of Lyve1 and α-SMA/Col-1 in the sinusoidal areas is shown and quantitatively compared (*n* = 4). **(E,F)** LSECs were cultured in the presence of DMSO or YC-1, and were observed under SEM and light microscope on days 2 and 7 of the culture, respectively. Fenestrae were quantified on day 2 and compared (E, *n* = 4). Expression of VE-cadherin and mesenchymal markers α-SMA, SM22, and Col-1 on day 7 was determined by Western blotting (F). Bars = means ± SD; *P < 0.05, **P < 0.01, ***P < 0.001 vs. DMSO, using two-tailed *t*-test for (A–E). **(G)** Cartoon image shows that capillarized LSECs undergo partial endothelial-mesenchymal transition to actively deposit sinusoidal ECM in liver fibrosis.

## Discussion

As demonstrated by previous genetic tracing experiments, HSCs, PFs, and mesothelial cells are dominant precursors of hepatic MFs (Li et al., 2013; Mederacke et al., 2013; Iwaisako et al., 2014; Lua et al., 2016; Kisseleva, 2017). However, most, if not all, commonly used Col I reporters in tracing experiments employ cloned enhancer fragments of *pro-α1(I)* (Yata et al., 2003) or *pro-α2(I)* (De Val et al., 2002) genes, which might exclude visualization of Col-1 expression driven by genomic elements outside these enhancers. Thus, alternative ECM sources have never been formally ruled out, partly because other hepatic cell populations, such as bone marrow–derived cells (Kisseleva et al., 2006), hepatocytes (Zeisberg M. et al., 2007; Oh et al., 2018), or hepatic ECs (Dufton et al., 2017; Ribera et al., 2017) may transiently acquire mesenchymal phenotype and get the capacity of ECM synthesis in the context of liver fibrogenesis, depending on disease etiology, stage, and hepatic architecture although they seldom join in the MF pool (Taura et al., 2016; Kisseleva, 2017). In fact, indirect evidence implies the fibrogenic role of LSECs as potential pathological matrix-depositing cells (Rieder et al., 1987; Maher and McGuire, 1990; Liu et al., 2017; Ribera et al., 2017), but their concrete contribution to the pathogenesis of liver fibrosis as well as the mechanisms regulating their phenotypic changes have never been completely characterized.

ScRNA-seq recently emerges as a powerful approach to elicit transcriptomic changes in normal development and disease at unprecedented resolution (Ramachandran et al., 2020). For liver fibrogenesis, Dobie et al. (2019) dissect hepatic mesenchyme in healthy and CCl_4_-induced fibrotic liver at the single-cell level and identify different mesenchymal cell types and functional zonation of collagen-producing MFs in hepatic Pdgfrb^+^ cells. However, they exclude Icam2^+^ (an LSEC marker) cells through FACS sorting at the initial step, which may rule out the possibilities of LSEC-originated MFs in their system. A parallel study accomplished by the same group identifies seven endothelial subpopulations in human cirrhotic liver, and one of the fibrotic niche–constituting subpopulations, SAEndo(1), expresses ECM organization-related genes (Ramachandran et al., 2019). In addition, data sets obtained from the human livers indeed manifest a sharp decrease of LSEC population in the cirrhotic samples. Thus, it seems difficult to discriminate whether the absence of LSEC-EndMT in their data is due to a loss of cirrhotic-LSEC information or a fully transdifferentiated process that might have already taken place during cirrhosis as similarly postulated by Winkler et al. (2021). Other recent single-cell studies also depict the variable properties of hepatocytes (Chang et al., 2019), HSCs (Krenkel et al., 2019), and macrophages (Xiong et al., 2019; Omori et al., 2020) in liver fibrosis. These data collectively corroborate the heterogeneity of various hepatic cell populations involved in ECM deposition and reveal their fate plasticity during liver fibrosis. Our scRNA-seq analysis of physically isolated liver NPCs identifies four MF subpopulations. Two of them, MF-1 and MF-4, are likely derived from HSCs and mesothelial cells, respectively, and MF-3 displays a macrophage-like signature reminiscent of the possibilities of macrophage-mesenchymal transition in liver fibrosis (Krenkel et al., 2019) and other fibrotic diseases (Wang et al., 2017; Haider et al., 2019). Of note, MF-2 express endothelial markers, suggesting that they are likely derived from ECs by EndMT, similar to fibrogenesis in other solid organs, such as the heart (Zeisberg E. M. et al., 2007), kidney (Zeisberg et al., 2008), and lung (Hashimoto et al., 2010). Our data confirms Ribera et al. (2017) who report a small proportion of liver ECs undergoing EndMT in fibrosis. Moreover, both scRNA-seq and genetic tracing as well as immunofluorescence and Western blotting indicate that a considerable proportion of LSECs turn to produce ECMs in liver fibrosis. It is well-known that LSECs undergo capillarization in fibrosis (DeLeve, 2015; Marrone et al., 2016; Poisson et al., 2017). Our data suggest that chronic liver injury could drive LSECs to further gain a mesenchymal signature and secret pathological ECM (Figure 6G). This phenotypic transition of LSECs is partial, by which they co-express molecular markers of endothelial and mesenchymal cells and gain a significant capacity of ECM secretion but lack migration during fibrogenesis, indicating an intermediate EndMT phenotype (Piera-Velazquez and Jimenez, 2019). Whether the fibrotic-LSECs could fully transdifferentiate into HSC-originated MFs *in vivo* remains an interesting and challenging issue to be addressed. More importantly, blocking capillarization by a specific sGC activator (YC-1) abrogates mesenchymal transition of LSECs, suggesting that capillarization of LSECs is upstream to their mesenchymal transition during fibrosis. Therefore, although capillarization turns LSECs into capillary-like LSECs generating a basement membrane, these LSECs could become pathological ECM producers upon partial EndMT in liver fibrosis. However, one unresolved question in our study is that the concrete contribution of these partially transited LSECs to the population of active ECM-depositing cells as well as to the extent of peri-sinusoidal collagen matrix accumulation in the fibrotic livers remains incompletely characterized. Previous animal studies demonstrate that 27–35%, 30–50%, and ∼16% of MFs are from EC origin in the heart (Zeisberg E. M. et al., 2007), kidney (Zeisberg et al., 2008), and lung (Hashimoto et al., 2010) fibrosis models, respectively. However, conflicting results concerning contribution of EndMT to organ fibrosis still exist, mainly because of the methodological limitations of the lineage tracing of EndMT with satisfactory sensitivity and specificity (Frangogiannis, 2020). Regarding liver fibrosis, although Ribera et al. (2017) demonstrate the emergence of EndMT of LSECs in liver fibrosis, they conclusively state that the proportion of EndMT as well as their contribution to liver fibrogenesis is relatively small. Future studies using mouse models that allow precise cell fate mapping and targeted clearance of cellular sources of LSECs undergoing EndMT is more informative.

As described above, evidence in the past decade have already indicated that fully differentiated endothelium in adult organs is capable of remarkable plasticity to undergo EndMT, thereby contributing to pathogenesis of numerous human fibrotic disorders. It has been generally accepted that this mesenchymal-transition of ECs is, in most cases, an intermediate phenotype rather than a permanent shift, making this transitional process a novel and valuable target for antifibrotic therapies (Dejana et al., 2017; Piera-Velazquez and Jimenez, 2019). The liver is a highly vascularized organ in which LSECs, the specialized endothelium featured by organized fenestrae and lack of a basement membrane forming the wall of liver sinusoids, account for about 15–20% of hepatic cells (Poisson et al., 2017). In the event of chronic liver injury, capillarized LSECs play pivotal roles in initiating and aggravating liver fibrosis by multiple mechanisms, including impaired sinusoidal microcirculation, hepatocyte metabolism (Hammoutene and Rautou, 2019), HSC activation (Deleve et al., 2008; Xie et al., 2012), and abnormal angiocrine with reduced expression of hepatocyte mitogens, such as HGF and Wnt2a (Rafii et al., 2016; Duan et al., 2018). Mesenchymal transition might strengthen at least some of these roles of LSECs by increased secretion of fibrotic ECM. Du and colleagues highlight ECM-related molecules, which could be derived from mesenchymal LSECs as shown in this study, induce HSC activation via collagen condensation and fibrosis progression via fibrous matrix-mediated myofibroblast–fibroblast crosstalk called paratensile signaling (Liu et al., 2017, 2020). Moreover, increased ECM deposition may further disturb sinusoidal microcirculation, which could disrupt angiocrine signals for hepatocyte survival by β1 integrin-mediated mechanosensing (Lorenz et al., 2018). The functional consequences of these alterations are increased hepatocyte death and reduced hepatocyte regeneration, which erode liver function, leading to liver failure. Thus, it can be conceived that diminishing LSEC-derived perisinusoidal ECM deposition would convey considerable benefits for retarding liver fibrogenesis. More efforts need to be taken to unravel the detailed mechanisms regulating LSEC plasticity to the development of antifibrotic therapy in future studies. However, it should be noted that, sometimes, activation of a matrix-preserving fibrogenic program reflects a protective and reparative response, especially in acute tissue injuries, aiming at preserving the basic structural characteristics of the organ, thus preventing a catastrophic outcome (Frangogiannis, 2020). Moreover, MFs are believed to be master regulators of the regenerative process. On the one hand, MFs are an important source of trophic factors for hepatocytes in addition to matrix-producing cells during chronic liver injuries. MF depletion has been demonstrated to impair liver regeneration in adults (Kalinichenko et al., 2003). On the other hand, myofibroblastic cells can function as progenitors to regenerate murine livers in PHx- and BDL-injured models (Michelotti et al., 2013; Swiderska-Syn et al., 2014). Thus, in addition to active deposition of perisinusoidal ECM, whether the partially mesenchymal-transited LSECs exert a protective function on the injured hepatocytes or act as potential progenitors to differentiate into liver epithelial cells in the context of fibrosis should be further validated.

## Data Availability Statement

The original data of our bulk RNA-seq and scRNA-seq have been submitted to GEO database (https://www.ncbi.nlm.nih.gov/geo/) and can be accessed through the accession numbers: GSE120283 and GSE134037, respectively.

## Ethics Statement

The use of human samples was approved by the Ethics Committee of Xi-Jing Hospital, Fourth Military Medical University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the animal Ethics Committee of Fourth Military Medical University.

## Author Contributions

BR and J-LD performed most of the experiments and analyzed the data. HX assisted in the animal experiments and histological analysis. K-ST helped with the human sample collections, provided equipment, and offered valuable discussion. G-RD helped in the data collection and bioinformatics analysis. LW, HH, and G-RD fulfilled the experimental design and supervised the study. LW and HH wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Capillarized Liver Sinusoidal Endothelial Cells Undergo Partial Endothelial-Mesenchymal Transition to Actively Deposit Sinusoidal ECM in Liver Fibrosis
**Source:** Front Cell Dev Biol. 2021 Jul 5;9:671081. doi: 10.3389/fcell.2021.671081
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures
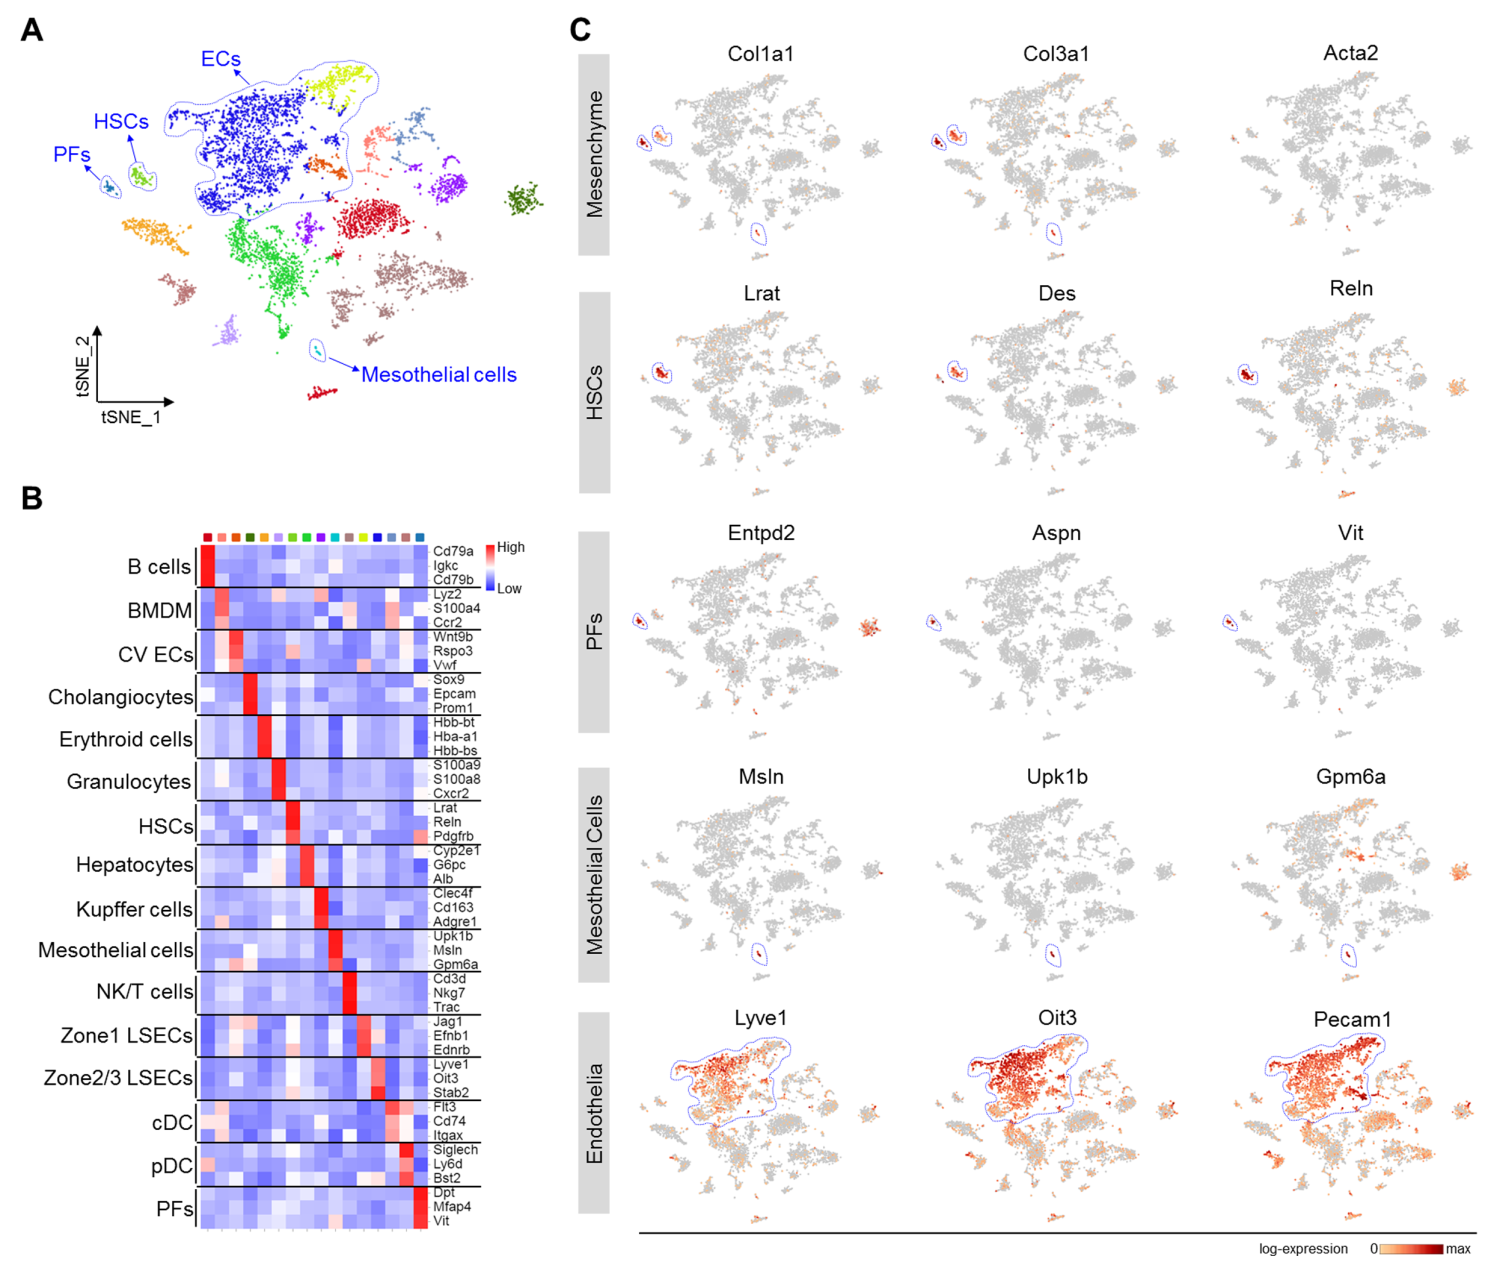
**Supplementary Figure 1.** Single-cell analysis of liver NPCs from the control mouse. **(A)** Clustering of 8130 cells (mean number of genes per cell = 1678) from the liver NPCs of a normal C57BL/6 male mouse revealed 16 cell types according to their gene expression profiles (upper). **(B)** Gene-expression heatmap of the representative marker genes for each cluster of the normal liver NPCs. Color scale: red, high expression; blue, low expression. **(C)** The proposed matrix-expressing (Col1a1 and Col3a1) cell populations were identified as HSCs, PFs and mesothelial cells but not hepatic ECs (marked with blue dotted line in *[A]* respectively), with their representative marker genes (Lrat, Des, and Reln for HSCs; Entpd2, Aspn and Vit for PFs; Msln, Upk1b and Gpm6a for mesothelial cells; Lyve1, Oit3 and Pecam1 for hepatic ECs) visualized by tSNE.

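In the normal library, the mean number of genes with a UMI was 2214 per cell over all 8130 cells and the median 2042. The cells left by the mitochondrial filter formed 26 clusters at a resolution of 0.8, which took 14 class names, while 133 cells led by cell cycle genes got none. A resolution of 0.4 gave 17 clusters. Endothelial-like cells were the largest class with 2543 cells (34.0%, 33.0 to 35.1), followed by 1026 NK/T-cell-like, 812 hepatocyte-like, 616 B-cell-like, 492 Kupffer-cell-like, 447 conventional dendritic cell-like and 376 erythroid-like cells. Cholangiocyte-like (233), plasmacytoid dendritic cell-like (200), plasma-cell-like (196) and granulocyte-like cells (190) were fewer.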

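The marker genes of the matrix-expressing populations were held out of the clustering and naming, and their levels in the named clusters of the normal library were then read. Lrat (chromosome 3 from 82892579 to 82903973 of GRCm38) stood at 9.61 (9.09 to 10.1) UMIs per 10000 in HSC/MF-like, 0.146 (0.0474 to 0.341) in PF-like and 0.0174 (0.000440 to 0.0968) in mesothelial-like cells. Reln stood at 16.4 (15.7 to 17.1) in HSC/MF-like and 0.0292 (0.000739 to 0.163) in PF-like cells. Des did not separate HSC/MF-like cells, at 1.60 (1.39 to 1.82), from PF-like cells, at 1.64 (1.24 to 2.12). Entpd2 stood at 2.48 (1.98 to 3.07) in PF-like and 0.0439 (0.0161 to 0.0956) in HSC/MF-like cells. Aspn, at 1.20 (0.859 to 1.62), and Vit, at 3.04 (2.48 to 3.68), were found in PF-like cells, while HSC/MF-like cells held 0 UMIs of either, which allows up to 0.0220 per 10000. In mesothelial-like cells, Msln stood at 18.0 (17.0 to 19.2), Upk1b at 4.87 (4.31 to 5.47) and Gpm6a at 15.7 (14.7 to 16.8), and LSEC-like cells had 0.0203 (0.0131 to 0.030) UMIs of Msln. The endothelial genes Lyve1, Oit3 and Pecam1 stood at 4.19 (4.08 to 4.31), 7.21 (7.06 to 7.36) and 6.60 (6.45 to 6.74) in LSEC-like cells. In lymphoid cells they stood at 0.653 (0.592 to 0.720), 1.08 (1.00 to 1.17) and 1.96 (1.86 to 2.08), of which that of Pecam1 is not a background. HSC/MF-like cells, part of which carry endothelial markers, had 1.60 (1.40 to 1.83) UMIs of Lyve1.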

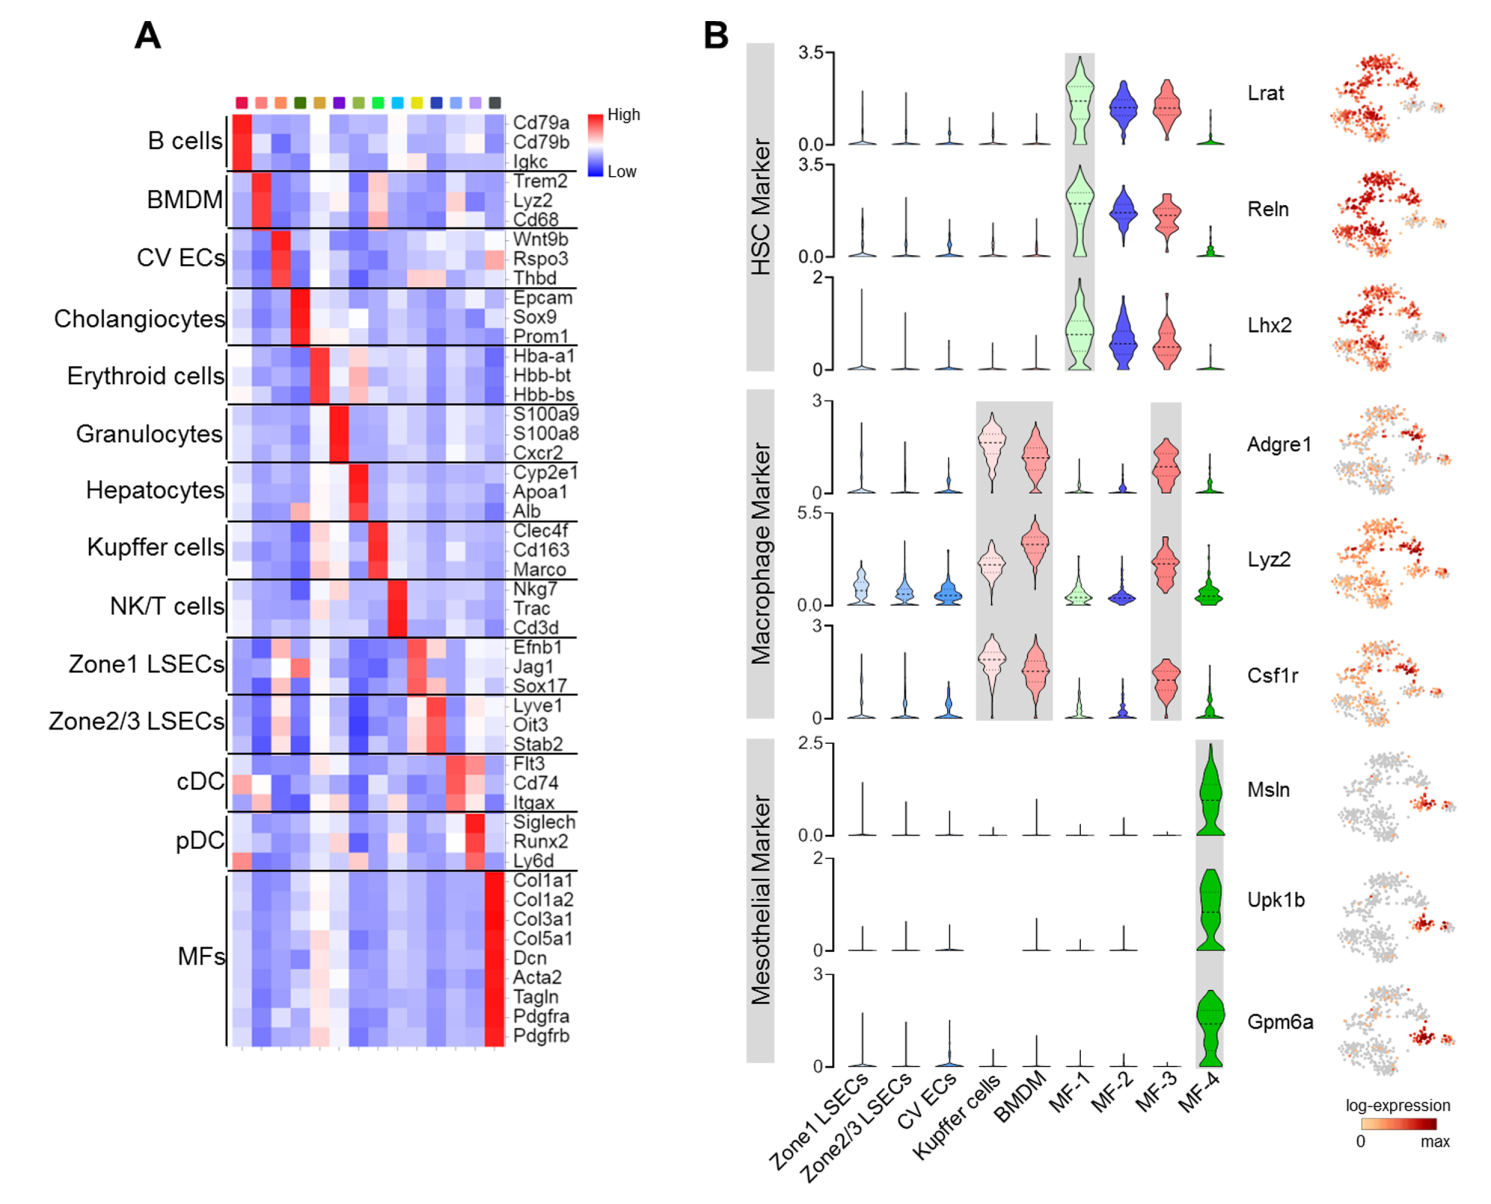

**Supplementary Figure 2.** Clustering and gene expression profile of the fibrotic liver NPCs. **(A)** Gene-expression heatmap of the representative marker genes for each cluster of the fibrotic liver NPCs. Color scale: red, high expression; blue, low expression. **(B)** The expression of markers for HSCs (Lrat, Reln, Lhx2), macrophages (Adgre1, Lyz2, Csf1r) and mesothelial cells (Msln, Upk1b, Gpm6a) in the indicated cell types was shown by violin plots and gene tSNE. The y axis is log-scale normalized read counts.

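The 20 clusters of the fibrosis library were all named by their markers. Endothelial-like cells were the largest class with 1581 of 6132 cells (25.8%, 24.7 to 26.9). Cells with markers of bone marrow-derived macrophages numbered 915 (14.9%, 14.0 to 15.8), a class that no cluster of the normal library was named for. There were also 714 erythroid-like, 687 NK/T-cell-like, 659 B-cell-like, 227 Kupffer-cell-like, 203 granulocyte-like, 179 conventional dendritic cell-like, 164 plasmacytoid dendritic cell-like, 147 hepatocyte-like and 90 cholangiocyte-like cells. The erythroid-like cells were shallow, with a median of 1055 UMIs.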

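In the sub-cluster of the fibrotic mesenchymal class with endothelial markers, Lrat stood at 6.62 (6.34 to 6.91) UMIs per 10000, Reln at 8.89 (8.56 to 9.22) and Lhx2 at 1.53 (1.40 to 1.68), beside 8.07 (7.78 to 8.36), 9.24 (8.94 to 9.56) and 1.89 (1.76 to 2.04) in the matrix sub-clusters. LSEC-like cells had 0.233 (0.205 to 0.264), 0.389 (0.353 to 0.427) and 0.0485 (0.0363 to 0.0634) and lymphoid cells 0.465 (0.402 to 0.536), 0.769 (0.686 to 0.858) and 0.126 (0.0942 to 0.165). The sub-cluster with macrophage markers had Lrat at 7.02 (6.63 to 7.42), Adgre1 (chromosome 17 from 57358691 to 57483527 of GRCm38) at 2.58 (2.35 to 2.83) and Csf1r (chromosome 18 from 61100598 to 61132149) at 4.26 (3.96 to 4.58). Adgre1 and Csf1r stood at 0.221 (0.175 to 0.274) and 0.428 (0.364 to 0.50) in the matrix sub-clusters and at 0.698 (0.620 to 0.784) and 1.05 (0.958 to 1.16) in lymphoid cells. In the mesothelial-like sub-cluster, Upk1b (chromosome 16 from 38773184 to 38800328) stood at 4.40 (3.97 to 4.87) and Gpm6a (chromosome 8 from 54954843 to 55060871) at 8.25 (7.65 to 8.88), beside 0.331 (0.275 to 0.395) and 0.274 (0.224 to 0.333) in the matrix sub-clusters. It had 0.379 (0.259 to 0.534) UMIs of Lrat, at the level of the lymphoid cells.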

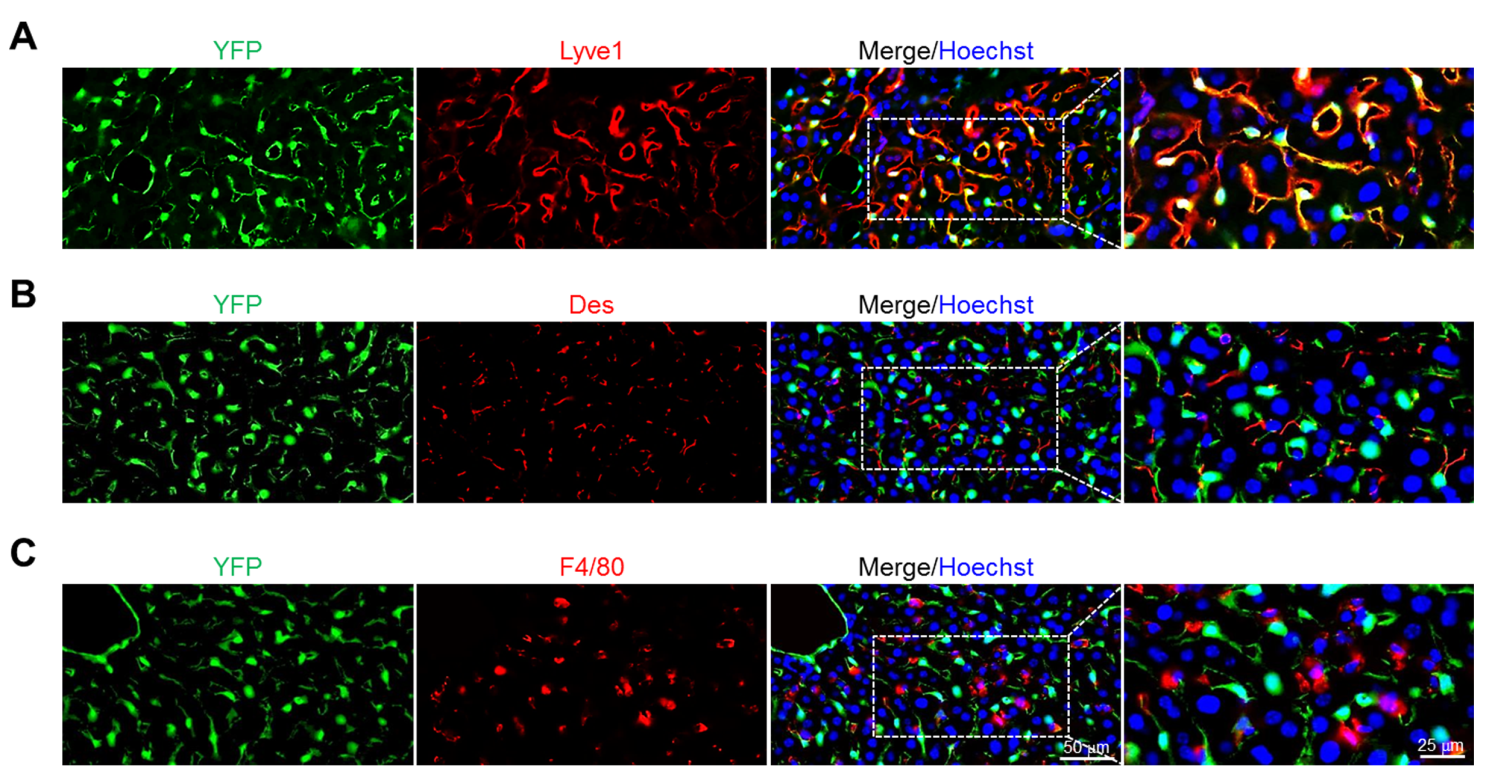

**Supplementary Figure 3.** CDH5-Cre efficiently labels LSECs. **(A)** Co-localization of CDH5-Cre-induced YFP expression and Lyve1 (LSEC marker) was determined in untreated livers using confocal microscopy (n = 3). **(B-C)** Co-localization of CDH5-Cre induced YFP expression and Desmin (HSC marker), F4/80 (macrophage marker) was determined by confocal microscopy in untreated mice (n = 3).

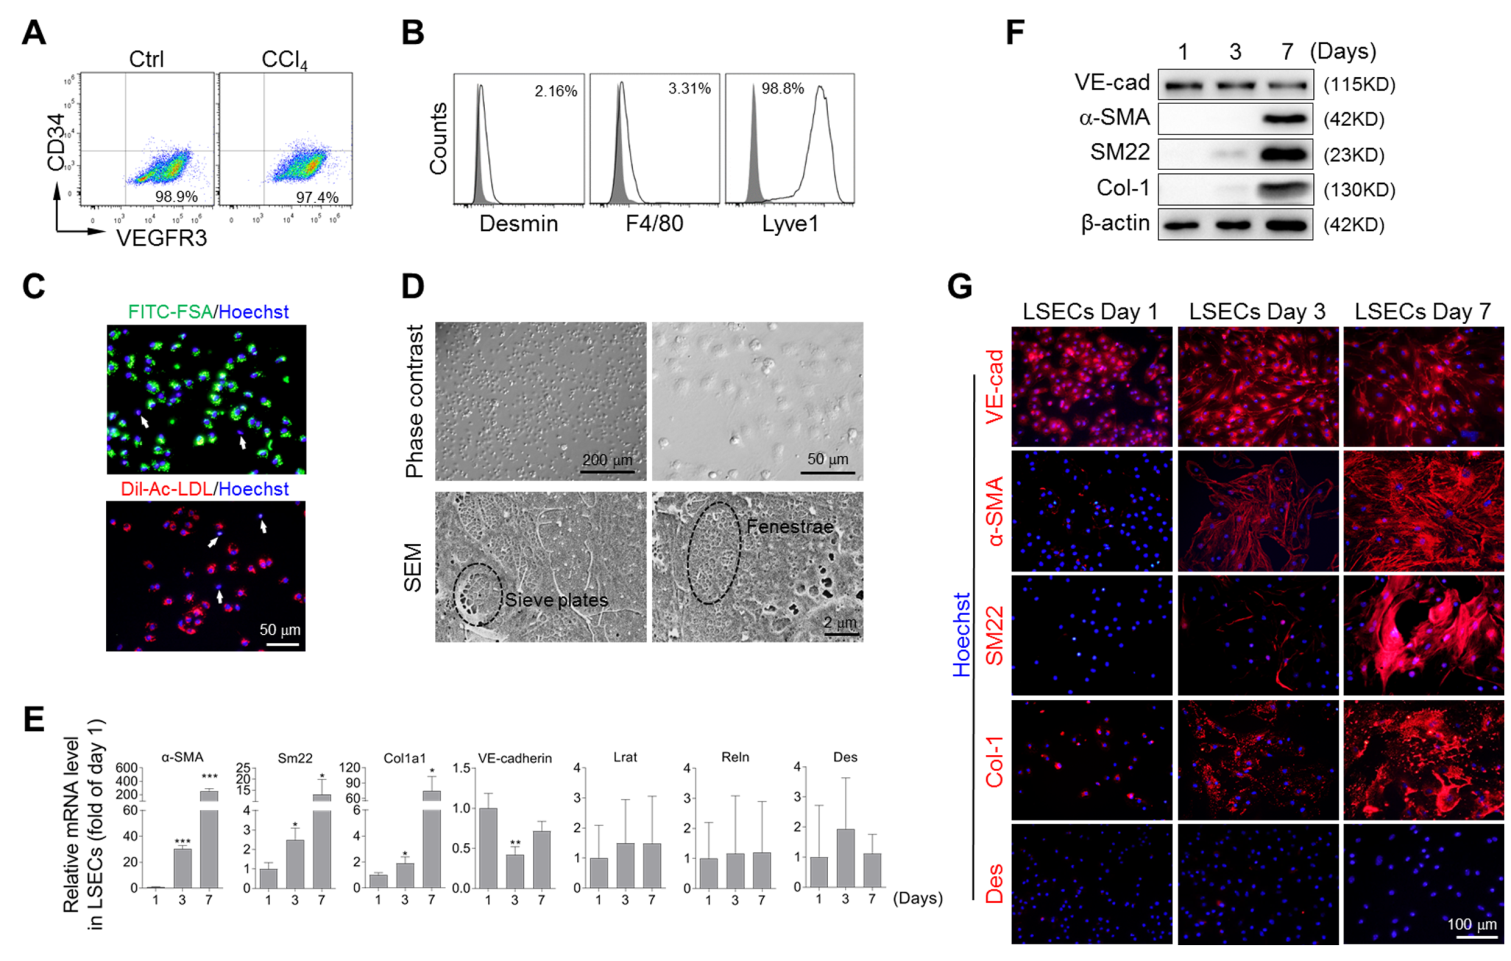

**Supplementary Figure 4.** Isolation and culture of murine LSECs. **(A**,**B)** LSECs were isolated from C57BL/6 mice and analyzed by FACS after staining with VEGFR3 and CD34 (A), or Desmin, F4/80, and Lyve1 (B). **(C)** Freshly isolated LSECs were seeded in dishes, and incubated with FITC-FSA (upper) or Dil-Ac-LDL (lower) and counterstained with Hoechst. White arrowheads indicate LSECs that are negative for uptake of FITC-FSA or Dil-Ac-LDL, respectively. **(D)** LSECs were cultured for 24 h, and observed under a microscope or SEM. Fenestrae and sieve plates are indicated. **(E-G)** LSECs from normal mice were cultured in vitro for 1, 3 and 7 days and then evaluated by qPCR (E, *P < 0.05, **P < 0.01, ***P < 0.001 *vs* Day 1, using two-tail *t* test), western-blot (F) and immunofluorescence (G) for VE-cadherin, mesenchymal genes (α-SMA, SM22 and Col-1) and HSC markers (Lrat, Reln and Des).

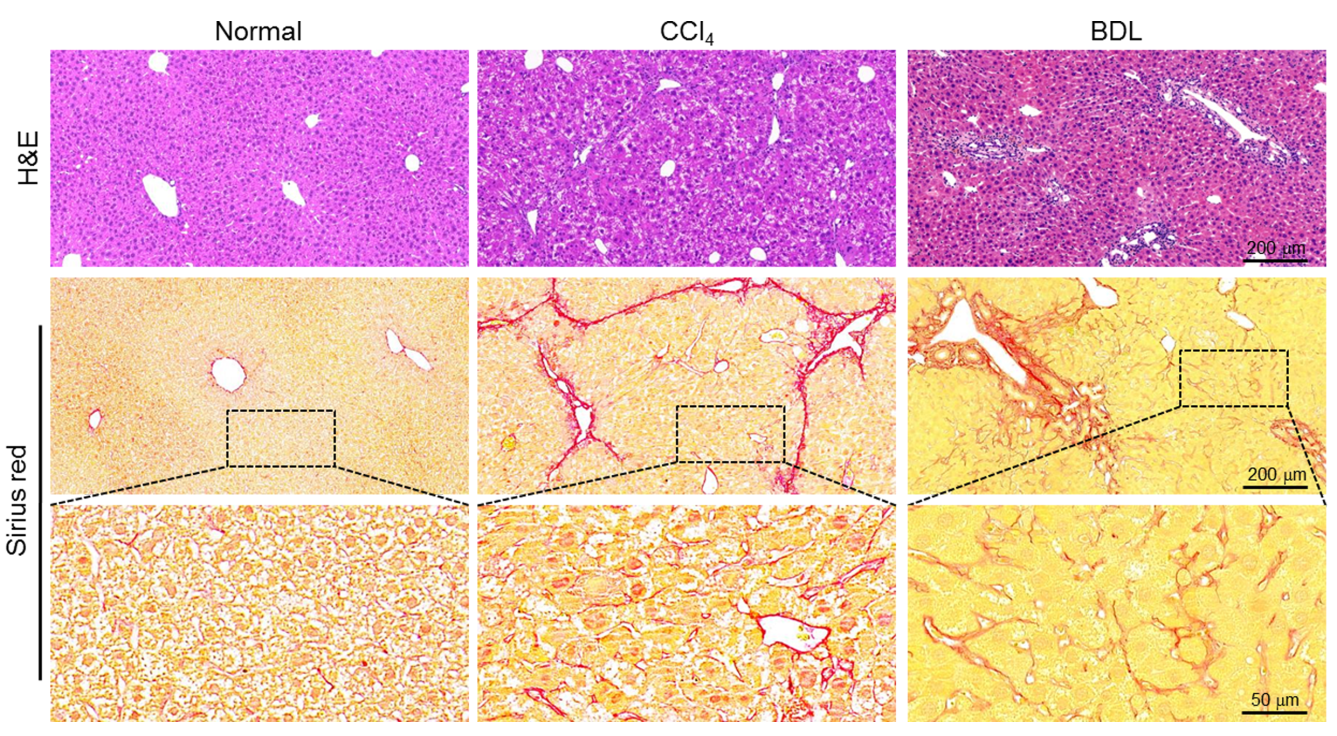

**Supplementary Figure 5.** Establishment of CCl_4_- and BDL-induced liver fibrosis mouse models. Liver samples from the normal and CCl_4_ or BDL injured mice were collected and stained with H&E and sirius red, respectively. Sinusoidal fibrosis emerged in the fibrotic liver sections was representatively shown (bottom enlarged insets).

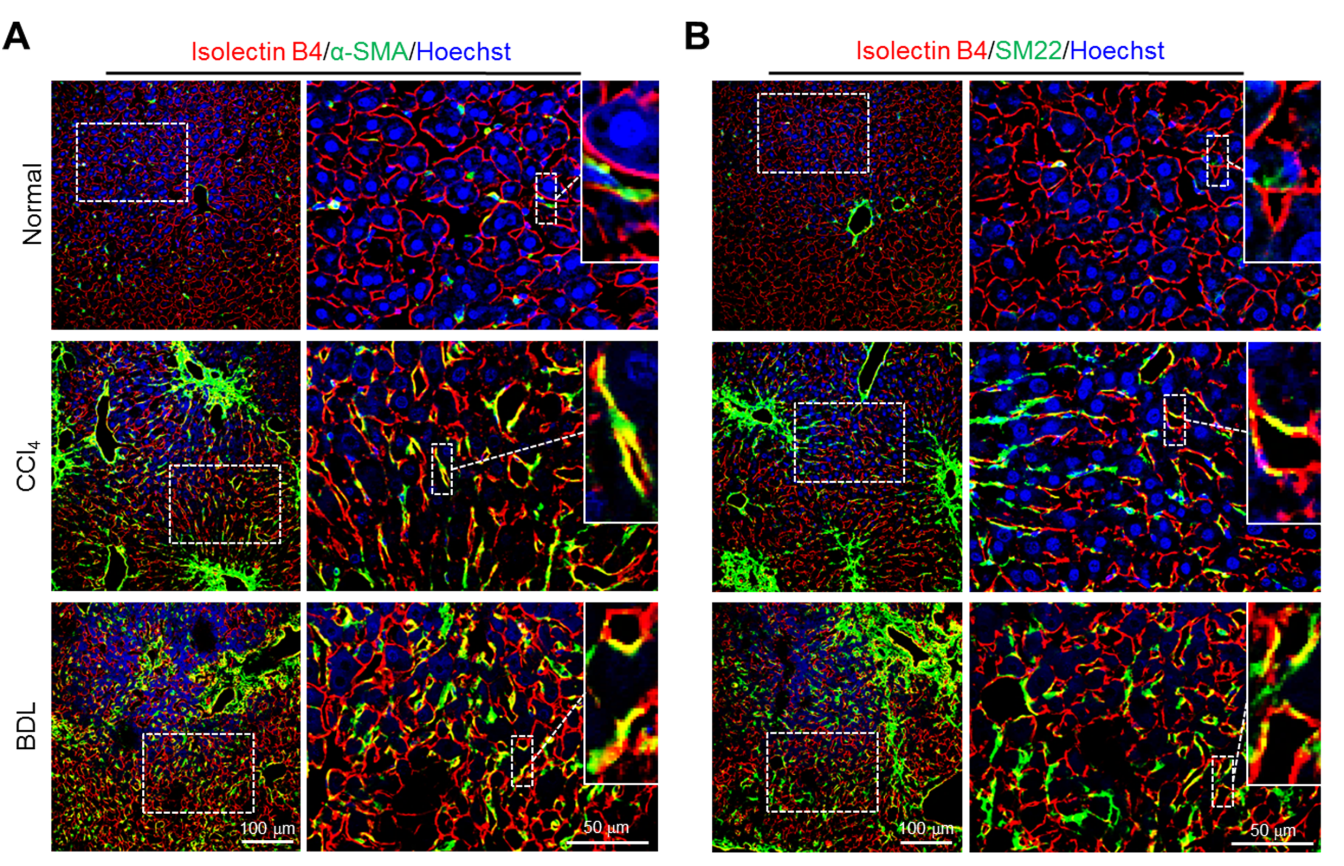

**Supplementary Figure 6.** Colocalization of LSECs and mesenchymal markers in mice with CCl_4_- and BDL-fibrosis. **(A**,**B)** Liver sections from normal and CCl_4_- or BDL-induced fibrotic mice were stained with Isolectin B4 plus α-SMA (A) or SM22 (B). The representative perisinusoidal areas (box with dotted lines) were shown at higher magnifications. Typical cells double-stained with Isolectin B4 and α-SMA or SM22 were enlarged (insets).

## Supplementary Tables

**Supplementary Table S1.** Clinical data of healthy and cirrhotic liver samples from patients.

| **No.** | **Sex** | **Age** | **Grade and Stage** | **Pathogenesis** |
| --- | --- | --- | --- | --- |
| 1 | F | 38 | / | hepatic hemangioma |
| 2 | M | 42 | / | hepatic hemangioma |
| 3 | F | 37 | / | hepatic hemangioma |
| 4 | M | 53 | G4S4 | HBV infection |
| 5 | M | 75 | G3S4 | HBV infection |
| 6 | F | 51 | G4S4 | HBV infection |
| 7 | F | 52 | G4S3 | HBV infection |
| 8 | M | 43 | G2S4 | HBV infection |
| 9 | M | 45 | G2S3 | HBV infection |
| 10 | M | 64 | G3S4 | HBV infection |
| 11 | M | 54 | G2S4 | HBV infection |

**Supplementary Table S2.** Antibodies used in this study.

| **Antigens** | **Catalogue No.** | **Purpose (Dilution)** | **Suppliers** |
| --- | --- | --- | --- |
| Collagen I | ab34710 | IF(1:300) WB(1:500) | Abcam |
| α-SMA | ab124964 | IF(1:300) WB(1:1000) FACS(1:100) | Abcam |
| SM22 | ab14106 | IF(1:200) WB(1:1000) FACS(1:100) | Abcam |
| Isolectin B4 | L-1104 | IF(1:200) | Vector Lab |
| mouse Lyve-1 | 103-M130 | IF(1 ug ml^﹣1^) FACS(2 ug ml^﹣1^) | Relia-Tech |
| human Lyve-1 | 101-M130 | IF(1 ug ml^﹣1^) | Relia-Tech |
| YFP | ab6673 | IF(1:200) | Abcam |
| Desmin | ab32362 | IF(1:200) FACS(1:100) | Abcam |
| VEGFR3 | AF743 | FACS(2 ug ml^﹣1^) | R&D System |
| VE-Cadherin | ab33168 | WB(1:1000) IF(1:200) | Abcam |
| F4/80 | 14-4801 | IF(1:200) | eBioscience |
| FITC-F4/80 | 11-4801 | FACS(1:100) | eBioscience |
| eFluro660-CD34 | 85-50-0341 | FACS(1:100) | eBioscience |
| β-actin | A5441 | WB(1:2000) | Sigma-Aldrich |
| Cy3-anti Rabbit IgG | 111-165-144 | IF(2.5 ug ml^﹣1^) FACS(1.5 ug ml^﹣1^) | Jackson ImmunoResearch |
| Alexa 488-anti Rabbit IgG | A-21206 | IF(1:300) | Invitrogen |
| FITC-anti Rat IgG | 112-095-003 | IF(2.5 ug ml^﹣1^) FACS(1.5 ug ml^﹣1^) | Jackson ImmunoResearch |
| Alexa 594-anti Rat IgG | A-21209 | IF(1:300) | Invitrogen |
| Alexa 488-anti Mouse IgG | A-21202 | IF(1:300) | Invitrogen |
| HRP-anti Rabbit IgG | CW0103 | WB(1:3000) | CoWin Biosciences |
| HRP-anti Mouse IgG | CW0102 | WB(1:3000) | CoWin Biosciences |

**Supplementary Table S3.** Primers used for RT-PCR in this study.

| **Genes** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |
| β-actin | 5’-GGCTGTATTCCCCTCCATCG | 5’-CCAGTTGGTAACAATGCCATGT |
| α-SMA | 5’-CCCAGACATCAGGGAGTAATGG | 5’-TCTATCGGATACTTCAGCGTCA |
| SM22 | 5’-CCAACAAGGGTCCATCCTACG | 5’-ATCTGGGCGGCCTACATCA |
| Col I | 5’-GCTCCTCTTAGGGGCCACT | 5’-ATTGGGGACCCTTAGGCCAT |
| Snail | 5’-CACACGCTGCCTTGTGTCT | 5’-GGTCAGCAAAAGCACGGTT |
| Slug | 5’-CAGCGAACTGGACACACACA | 5’-ATAGGGCTGTATGCTCCCGAG |
| Twist | 5’-GGACAAGCTGAGCAAGATTCA | 5’-CGGAGAAGGCGTAGCTGAG |
| Zeb1 | 5’-ACCGCCGTCATTTATCCTGAG | 5’-CATCTGGTGTTCCGTTTTCATCA |
| Zeb2 | 5’-AAACGTGGTGAACTATGACAACG | 5’-CTTGCAGAATCTCGCCACTG |
| VE-cad | 5’-CCACTGCTTTGGGAGCCTT | 5’-GGCAGGTAGCATGTTGGGG |
| Lrat | 5’-CCGTCCCTATGAAATCAGCTC | 5’-ATGGGCGACACGGTTTTCC |
| Reln | 5’-GTCATTCCTGGAGCCACAGATC | 5’-GGACATCATCCAAAGCCCACTG |
| Des | 5’-GTGGATGCAGCCACTCTAGC | 5’-TTAGCCGCGATGGTCTCATAC |

How the deposited data were processed for this re-analysis (not part of the article)

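Gene expression was measured by scRNA-seq (10x Chromium 3′ chemistry) in liver NPCs of 1 normal and 1 fibrotic mouse, 1 library each. The authors aligned the reads to the mouse mm10 genome with Cell Ranger and deposited, for each library, UMI counts per gene and cell barcode, without normalization. Whole numbers, totals that differ between cells and cells over the 10% mitochondrial limit show that neither scaling nor the methods' filter had been applied to the deposited counts. Genes without a UMI in a library are not listed in its table, and 19219 genes are listed in both. The methods state that doublets were excluded by Scrublet; the deposited tables hold as many cells as the paper clustered. No other data type was analysed here: the bulk RNA-seq, microarray, qRT-PCR, blot and imaging experiments of the paper have no passage.

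Cells with a mitochondrial share under 10% and over 200 genes were kept, as in the methods. Analysis ran in Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. Counts were scaled to 10000 UMIs per cell and transformed as ln(1 + x). The 2000 most variable genes, 10 principal components (the methods' number), 20 nearest neighbours and Leiden clustering at a resolution of 0.8 were used in each library separately; the paper's text names no resolution. The mesenchymal class and the endothelial-like class were then clustered again with variable genes of their own. The 46 genes that the paper names for its single-cell data were held out of the variable genes and of the naming.

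Clusters were named by marker lists fixed before the data were examined, as were the filter, the clustering settings, the comparisons, most alternatives (the exceptions are named last) and the rule for named genes. A cluster took the class with the most markers among its 10 genes with the highest fold over the other cells (at least 0.5 UMIs per 10000), if at least 3 of the class's markers were raised. This rule was not among the choices fixed beforehand, and it is the latter of 2 naming rules that were run: the first, the class with the highest mean log2 fold of its markers, left a shallow normal cluster led by endothelial genes without a name. After results had been seen, the limit for a raised marker in sub-clusters was lowered from 2 times to any excess over the other cells, and zones were named on re-clustered endothelial-like cells instead of whole-library clusters. The first rule, the 2-times limit and the whole-library zones were kept as alternatives. Sub-clusters of endothelial-like cells with no zone name were left in LSEC-like cells. Sub-clusters led by cell cycle genes stayed unnamed. Macrophage-marker sub-clusters are those named by either macrophage list.

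Doublets were not removed. Scrublet, as implemented in scanpy, gave scores at an expected doublet rate of 0.06, and called 1 cell in the normal and 1 in the fibrosis library. With 1 library per condition no test between conditions was made, cells were not used as replicates, and no p-value is given. Values are described by summed UMIs per 10000 UMIs of a group with an exact Poisson interval, ratios of such rates with an exact conditional interval, shares of cells with an exact binomial interval, and medians with an interval from order statistics, all at 95% and for counting error only. A count of 0 is given with the limit of 3 counts. Shares of cells with a UMI were computed after each cell was thinned to 1000 UMIs, and shallower cells were left out.

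Named genes are every gene that the paper names for its single-cell data; for LSEC-like cells also the 5 largest and 5 smallest ratios of fibrosis over normal among genes with at least 1 UMI per 10000 in either library whose log2 ratio differs by at least 1 from that in B-cell-like and in NK/T-cell-like cells; and for the endothelial-marker sub-cluster the 5 genes with the largest ratio over the higher of the matrix sub-clusters and LSEC-like cells. Mitochondrial, ribosomal-protein and haemoglobin genes were left out. The cell cycle and immunoglobulin genes named for sub-clusters were chosen after their values were seen. Gene positions are from the GENCODE annotation of GRCm38 (mm10), which held all of the named genes looked up by symbol.

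Artificial pairs sum the UMIs of 1 LSEC-like (or macrophage-like) cell and 1 cell of the HSC/MF-like sub-clusters, drawn in 100 sets of as many pairs as the sub-cluster has cells. Diffusion pseudotime replaced Monocle, which was not available. On simulated libraries of LSEC-like cells with 200 of 2002 genes changed 4 times, 200 changed in the right direction and 200 passed the rule for named genes, as did 0 unchanged genes, and 95.0% of intervals held the true ratio. The counts were drawn as Poisson counts from the summed normal profile, with unchanged lymphoid profiles, so this coverage follows from the drawing. It does not extend to genes whose UMIs lie in few cells or whose lymphoid level changes. Simulated pairs had 0 of 2009 genes over 2 times both parents, and with 50 genes raised 4 times 50 were found among 1800.

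Alternatives changed 1 choice at a time: the genes used for clustering, the resolution (0.4 and 1.5), 30 principal components, cells with over 500 genes, a mitochondrial share under 5%, removal of cells called by Scrublet or of the highest 5% of scores, the scaling of summed counts, the zone, the background cells, the doublet rate (0.03 and 0.1), the depth of thinning (500 and 2000 UMIs), and the root and space of the pseudotime. Alternatives added after the data were seen are the first naming rule, the 2-times limit, whole-library zones, all deposited cells, all endothelial-like cells in place of LSEC-like cells, LSEC-like cells without the 3 that hold most UMIs of the gene in each library, LSEC-like cells without a sub-cluster that has as many top markers of another zone as of its own, and the addition of a cycling sub-cluster with endothelial markers.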

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

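The comparisons of the normal sub-cluster with pairs of cells (UMIs per cell, marker UMIs and mixture) were chosen after this result had been seen.

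The paper reports a sub-cluster with endothelial markers for the fibrotic mesenchymal cells only. In the normal library, whose mesenchymal cells the paper does not sub-cluster, 60 of 207 cells (29.0%, 22.9 to 35.7) formed such a sub-cluster as well, which is a signal in data that the paper did not analyse. It was led by Dnase1l3, Fcgr2b, Ptprb and Clec4g, which are on the lists used for naming, and Lyve1, which is not, stood at 2.29 (2.00 to 2.62) UMIs per 10000, beside 0.126 (0.0605 to 0.232) in the matrix sub-clusters and 0.653 (0.592 to 0.720) in lymphoid cells. Lrat, at 6.52 (6.02 to 7.06), and Reln, at 12.1 (11.4 to 12.8), show stellate cell RNA in the same droplets, while Col1a1 stood at 0.621 (0.472 to 0.803). The share fell to 17.7% (28 of 158 cells) without the highest 5% of doublet scores, and with a mitochondrial limit of 5%, which leaves 56 mesenchymal cells, the sub-cluster was not found.

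Free RNA from LSECs is argued against by the matrix sub-clusters of the same class, which had a Lyve1 level below that of lymphoid cells. Droplets that hold an LSEC and a stellate cell stay open. The median of 15440.5 UMIs per cell was 1.35 times the sum of the medians of LSEC-like and HSC/MF-like sub-cluster cells, and its interval (12192 to 17904) overlaps the medians of artificial pairs (9996 to 14320). It held 430.2 endothelial-marker UMIs per cell, above artificial pairs (252 to 354), and the LSEC-like share of its profile, 51.0%, lay just above theirs (30.7% to 50.0%). In addition, 18 of 2046 genes stood over 2 times above both kinds of cell, where sets of artificial pairs gave at most 4. These include Mmp12, Ngp, Ltf, Camp and Igha, of whose UMIs between 96.8% and 100% lay in 3 cells, and cell cycle genes such as Mki67 and Top2a, so few cells decide the count and the explanation cannot be told apart from cells with a profile of their own. As to how many pairs chance gives, 87 cells carried both marker lists, 7.03 times the number predicted from 25 other pairs of classes, but some of those pairs share marker genes (the pair of B cells and conventional dendritic cells alone would predict 726), so this count does not decide. Cells of a mixed kind in the normal liver were not tested by other means. As this mouse got no CCl4, a transition in fibrosis cannot be the source of this sub-cluster.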

How the results depend on the processing

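The first naming rule, the 2-times limit for raised markers, whole-library zones, every deposited cell, all endothelial-like cells, the removal of the 3 LSEC-like cells with most UMIs of a gene, the removal of a shallow zone 1-like sub-cluster and the added cycling sub-cluster were added as alternatives after the data were seen. No paired analysis was possible because each condition is 1 library. For values without replicates, a value counts as moved when it leaves the counting interval of the value reported in the passages.

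The mesenchymal share of the fibrosis library stayed within its interval in 10 of 12 alternatives, and that of the normal library in 11 of 12. With a mitochondrial limit of 5%, which leaves 1705 fibrosis and 1853 normal cells, the fibrosis share was 8.45%. Without the highest 5% of doublet scores it was 8.36%, and the normal share 2.24%.

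The share of the mesenchymal class in the sub-cluster with endothelial markers stayed within its interval in 10 of 14 alternatives. It was 14.6% with the 5% mitochondrial limit, 29.7% under the first naming rule and 29.7% with the cycling sub-cluster added, since both count the same 168 cells. Taking cells above 99% of lymphoid cells in endothelial-marker UMIs gave 1.78%, which says little about the share, as only 45.9% of LSEC-like cells and 2.70% of artificial pairs of an LSEC-like and an HSC/MF-like cell pass this limit. The ratio of its median UMIs over the matrix sub-clusters, 1.68, was 1.87 with the 5% mitochondrial limit, 1.92 under the first rule and 1.95 with the cycling sub-cluster, and stayed within its interval in the other 10 alternatives. The median doublet score was 0.0524 at an expected rate of 0.03, 0.166 at 0.1 and 0.0891 with every deposited cell, and stayed within its interval in the other 10.

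The Col1a1 ratio of fibrosis over normal in LSEC-like cells stayed above 1 in all 21 alternatives (on the log scale, above 0) and within its interval in 12. It was 53.3 with 30 principal components, 52.0 with the 5% mitochondrial limit, 68.4 with whole-library zones, 68.7 without the 3 cells that held most of its UMIs in each library, 57.5 per cell, 53.7 per cell after subtraction of the lymphoid level, 65.6 in zone 1-like and 117 in zone 2/3-like cells, and the difference of mean ln(1 + UMIs per 10000) was 0.660. The Cd34 ratio also stayed above 1 in all 21 (above 0 on the log scale), and within its interval in 12. It was 3.04 with the 46 genes kept among the variable genes, 3.03 at a resolution of 0.4, 3.00 with 30 principal components, 3.04 with the 2-times limit, 4.2 per cell, 3.95 after subtraction, 1.56 in zone 1-like and 4.60 in zone 2/3-like cells, and 0.349 as a difference of means on the log scale. The values per cell and on the log scale differ by construction, as they are in other units.

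Col1a1 UMIs per LSEC-like cell over those per lymphoid cell, 1.44, were 1.08 with the 5% mitochondrial limit, where the interval (0.841 to 1.41) includes 1, and reversed to 0.833 against Kupffer-cell-like cells, whose droplets are deeper. The other 13 alternatives stayed within the interval. The share of fibrosis LSEC-like cells with a Col1a1 UMI follows the depth of thinning, with 6.74% at 500 UMIs and 24.3% at 2000, and the normal share stayed within its interval. In pseudotime within the fibrosis library, 91.2% of sub-cluster cells came later than the fibrosis LSEC-like median with the 46 genes kept, and at least 97.6% in each of the other 3, an order that most artificial pairs take as well. For the changes with the mitochondrial limit, the resolution, the components and the 46 genes, the cause was not tested.

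Depth limits what can be seen: LSEC-like cells of the normal library held 40 Col1a1 UMIs in all, and zone 1-like and zone 2/3-like cells fewer than 10 each, so their ratios have wide intervals.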

Differences from the paper's values

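The tally of LSEC markers and the addition of a cycling sub-cluster were chosen after the data were seen, as was the naming rule used here, in place of a first rule.

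For the mean number of genes per cell in the fibrosis library, the paper's value is 1768 and the deposited table gives 2833 over the same 6437 cells. Of the 8 alternatives set before the data were examined, only the mitochondrial limit of 5% comes within 1.5 times of the paper's value, at 2347; the other 7 differ from it.

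The paper's MF cluster has 4 subsets, and the clustering used here gave 9. The mitochondrial limit of 5% gave 5, within 1.5 times of the paper's number, and the other 7 alternatives set before the data were examined gave from 7 to 11.

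The paper's MF-3, with macrophage markers, has about 40 cells in Fig. 1C, read by eye, and the sub-cluster found here has 75. Removing the highest 5% of doublet scores gives 31 cells, within 1.5 times of the paper's, and the other 7 alternatives set before the data were examined do not come as near.

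The paper's MF-4, with mesothelial markers, has about 75 cells in Fig. 1C, read by eye, and the sub-cluster found here has 46. All 8 alternatives set before the data were examined differ from the paper's, with 33 to 46 cells.

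Some values that do not differ by more than 1.5 times meet the paper's under another setting. The paper's share of MF-2, 28.7% (150 of 522 cells), stands beside 22.1% (125 of 566) here; the first naming rule, which the rule used here replaced after clusters had been seen, and equally the addition of the cycling sub-cluster, chosen after the values were seen, give 29.7% (168 cells). The paper's 14 clusters of the fibrosis library are reached with the mitochondrial limit of 5%, which leaves 1705 cells, where the setting used here gave 20.

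The paper states that LSEC clusters in fibrosis raised Fn1 and Pecam1 among 6 capillarization genes. Of these 6, 5 were higher in all LSEC-like cells of the fibrosis library, and Fn1 stood at 0.897 (0.818 to 0.983) times its normal level per 10000 UMIs. This fall rests on few cells: 1 normal cell held 177 of 1044 Fn1 UMIs, and without the 3 cells that held most of them in each library the ratio was 1.08 (0.979 to 1.19), with 1 inside the interval. Fn1 was higher per cell (1.40 times), as a mean of ln(1 + UMIs per 10000) and in zone 1-like cells, and in zone 2/3-like cells its interval includes 1. Pecam1 was lower in zone 1-like cells per 10000 UMIs, at 0.810 (0.771 to 0.851). Per cell it was at 0.909, and higher, at 1.08, without a shallow sub-cluster of 107 fibrosis cells with haemoglobin genes among its top genes. Zone 1-like cells are mixed differently in the libraries, as the like of a normal zone 1-like sub-cluster of 349 cells was named central vein-like in fibrosis. Over all endothelial-like cells the ratio was 1.02 (0.989 to 1.05) for Pecam1 and 0.897 (0.822 to 0.978) for Fn1.

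The paper states that LSEC clusters lowered LSEC-associated genes in fibrosis (Figures 5A,C), of which Figure 5C is bulk RNA-seq of isolated LSECs, not analysed here. In the single-cell libraries, 6 of the 6 LSEC markers of Figure 1F other than Pecam1, which the paper counts among the genes that rose, were higher and 0 lower in LSEC-like cells of the fibrosis library, per 10000 UMIs and per cell. The LSEC genes Wnt2, at 0.703 (0.660 to 0.748), and Icam2, at 0.766 (0.717 to 0.817), fell per 10000 UMIs and as a mean of ln(1 + UMIs per 10000) in LSEC-like cells, but not per cell, and Icam2 fell per cell as well in zone 1-like cells, at 0.711 and, without that sub-cluster, 0.845. In zone 2/3-like cells Wnt2 was at 0.879 (0.808 to 0.955) and Icam2 at 0.781 (0.692 to 0.880) per 10000 UMIs, both higher per cell, and in zone 1-like cells Wnt2 was higher, at 1.65 (1.28 to 2.14). Over all endothelial-like cells, the ratio was 1.05 (0.998 to 1.10) for Wnt2 and 0.790 (0.744 to 0.839) for Icam2, again with Icam2 higher per cell. Of the 6 markers, in zone 1-like cells 5 were higher and 0 lower, and in zone 2/3-like cells 4 were higher and 1 lower per 10000 UMIs. The zone 1-like values compare different mixtures of cells. Of the 618 normal zone 1-like cells, 349 form a sub-cluster whose like in the fibrosis library, of 63 cells, was named central vein-like. Over all endothelial-like cells the 6 markers stayed higher, from 1.05 (1.03 to 1.07) for Stab2 to 2.37 (2.29 to 2.45) for Lyve1.

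The paper states that doublet scores were low across clusters. Scores here were low as well in the sense that 1 cell was called, and within that range the sub-clusters with macrophage and endothelial markers, at 0.152 and 0.102, lay above the library's median of 0.0499, and in Fig. 1E, read by eye, MF-2 to MF-4 also lie above the other clusters.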

Other observations

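The tests of whole myofibroblast RNA in LSEC droplets, of the marker UMIs and mixtures of artificial pairs and of collagens by zone and by single cells, and the removal of 2 of 8 marker lists, were chosen after the results had been seen, and the limits that decide the comparisons with artificial pairs (the interval of the median against the range of artificial medians, and the number of genes over 2 times both parents against the most that artificial pairs gave) were set after first values had been seen; the first limits, a fixed range around the sum of the medians, held the fibrosis sub-clusters and left the normal one just outside.

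The sub-cluster of the fibrotic mesenchymal class with endothelial markers was weighed against 3 technical explanations. Free RNA from LSECs is argued against: its cells held 742 endothelial-marker UMIs each, 7.50 times those of matrix sub-cluster cells (98.9) and far above lymphoid cells (38.6). For droplets that hold an LSEC and a myofibroblast, the values point both ways. The median UMIs per cell were 1.23 times the sum of the medians of the 2 kinds of cell, within the range of artificial pairs, and 0 of 2066 genes stood over 2 times above both. However, the endothelial-marker UMIs per cell lay above those of artificial pairs (388 to 502) and of LSEC-like cells alone (358). The summed profile was best described as 77.8% LSEC-like and 22.2% HSC/MF-like RNA, where artificial pairs gave between 30.6% and 44.8% LSEC-like RNA. A pair of 1 LSEC-like and 1 HSC/MF-like cell drawn at random thus does not give this much endothelial RNA. The mixture does not describe every gene, however. The stellate genes Lrat, Reln and Lhx2 stood not far below their levels in the matrix sub-clusters. Those pool HSC/MF-like with PF-like cells, so the levels in HSC/MF-like cells alone may lie higher, and the sub-cluster further below them. The levels in the sub-cluster are still more than a 22.2% share of HSC/MF-like RNA would give. Droplets with LSECs richer in RNA or with more than 1 LSEC were not simulated, so these values do not exclude them. A cell in transition that keeps endothelial RNA and gains mesenchymal RNA may have no genes of its own either, so these values do not exclude the transition that the paper proposes. How many pairs chance gives cannot be told from the count of cells with both marker lists. It was 332 cells, 2.73 times the number predicted from 25 other pairs of classes. Marker genes shared between some of those pairs raise the reference.

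Scrublet scores do not separate these readings. Artificial pairs of an LSEC-like and an HSC/MF-like cell, added to the library, had a median score of 0.0928, and 0 of 125 were called. With the sub-cluster and the unnamed sub-clusters left out of the library, the median score of the pairs was 0.112, and 0 were called. A low score is therefore also what such a pair would likely get here.

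The macrophage-marker sub-cluster is open in the same way. Its median UMIs per cell were 1.12 times the sum of the medians of BMDM-like and HSC/MF-like sub-cluster cells, within the artificial medians (19292 to 26501), and its BMDM-like share of the profile, 54.8%, and BMDM-marker UMIs per cell, 73.3, lay within those of artificial pairs (34.0% to 58.8%, and 65.8 to 165), which is consistent with droplets of a macrophage and a myofibroblast. However, 10 genes stood over 2 times above both, where artificial pairs gave at most 4. They include Igkc, Igha and Jchain, with over 94% of their UMIs in 3 cells each, Siglech, and the Kupffer cell genes Clec4f and Marco, so that other partners than BMDM-like cells could add to it. The tables do not decide between these.

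For the fibrillar collagens in LSEC-like cells of the fibrosis library, a myofibroblast source outside the cell stays open. Free RNA that adds alike to every droplet would give LSEC-like and lymphoid cells the same Col1a1 UMIs per cell, and the ratio was 1.44, so that uniform free RNA alone would not give it, which was the criterion set beforehand. It was not taken as deciding, because the ratio was 0.833 against Kupffer-cell-like cells. Free RNA may also grow with the depth of a droplet. However, the ratio was 1.39 (1.25 to 1.54) against erythroid-like and 1.38 (1.13 to 1.70) against hepatocyte-like cells. Erythroid-like droplets are shallower than lymphoid ones (medians of 1055 and 2239 UMIs), so growth with depth is not seen between these. Of the marker lists of 6 classes that LSECs and lymphoid cells should lack, 2 (granulocytes, 2.53, and mesothelial cells, 1.66) reached a ratio at or above that of Col1a1, and cholangiocytes (1.42), hepatocytes (1.41) and Kupffer cells (1.34) lay close under it. Erythroid cells (1.05) lay further below. The lists of plasma cells and BMDM were left out, as lymphoid cells can express their genes. Whole myofibroblast RNA in LSEC droplets is not decided. It would give every gene of these cells the same share of its level in matrix sub-cluster cells. After subtraction of the lymphoid level, the share was 0.162% for Col1a1 and ran from 0.117% (Angptl6) to 17.1% (Hgf) over 22 HSC/MF markers, with a median of 0.734%. That 20 of them reached the share of Col1a1 does not support this source, as expression by LSECs raises a share too: Abcc9, at 15.4%, is among the top 10 genes of 2 sub-clusters of fibrosis LSEC-like cells. For the same reason the spread of shares does not exclude it. The non-endothelial genes Lyz2 and Adgre1 rose in LSEC-like cells too, 3.78 (3.45 to 4.14) and 4.24 (3.36 to 5.39) times. Expression of collagens by LSECs themselves is not excluded, and the libraries alone cannot separate it from these sources.

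In the normal library, the same 6 marker lists gave ratios per cell of 0.950 for hepatocytes, 0.856 for erythroid cells, 1.01 for cholangiocytes, 1.07 for mesothelial cells, 1.12 for granulocytes and 1.30 for Kupffer cells. The collagens had ratios of 1.48 (Col1a1), 2.67 (Col1a2) and 2.78 (Col3a1) over all LSEC-like cells, but 1 cell held 51 of 87 Col1a2 and 1 cell 71 of 134 Col3a1 UMIs. In zone 1-like and zone 2/3-like cells the ratios were 1.04 (0.423 to 2.33) and 1.09 (0.548 to 2.14) for Col1a2, and 1.88 (1.06 to 3.26) and 1.000 (0.562 to 1.75) for Col3a1, so that the excess over lymphoid cells lies mostly in few cells without a zone name. In the fibrosis library, where no cell held more than 12 Col1a1 UMIs, the Col1a1 ratio was 1.39 (1.25 to 1.55) in zone 1-like and 1.59 (1.39 to 1.81) in zone 2/3-like cells.

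The transcription factors of EndMT, which the paper measured by qRT-PCR in isolated LSECs, can be read in the single-cell libraries as well. By qRT-PCR, the paper found no significant rise of these factors in fibrotic LSECs. The intervals given here cover counting error in 1 library per condition only, so they do not test that result. In LSEC-like cells the ratio of fibrosis over normal per 10000 UMIs was 1.80 (1.54 to 2.09) for Snai1, 1.15 (0.953 to 1.39) for Snai2, 1.88 (1.73 to 2.03) for Twist1, 1.11 (1.05 to 1.17) for Zeb1 and 1.10 (1.05 to 1.15) for Zeb2. In zone 1-like cells Snai2 was at 0.892 (0.662 to 1.20), and in zone 2/3-like cells Zeb1 was at 0.955 (0.869 to 1.05) and Zeb2 at 1.07 (0.994 to 1.16), each with 1 inside the interval, while Snai2 in zone 2/3-like cells was at 1.60 (1.15 to 2.22). Per cell, all 5 ratios over LSEC-like cells were higher, from 1.72 for Zeb2 to 2.94 for Twist1. Snai1 and Twist1 stood above the lymphoid level in LSEC-like cells of the fibrosis library, at 0.413 (0.375 to 0.452) against 0.194 (0.154 to 0.241) and 1.47 (1.40 to 1.54) against 0.480 (0.415 to 0.552).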
